# Coordinated Regulation of Protoperithecium Development by MAP Kinases MAK-1 and MAK-2 in *Neurospora crassa*

**DOI:** 10.3389/fmicb.2021.769615

**Published:** 2021-11-26

**Authors:** Nan Lan, Shuting Ye, Chengcheng Hu, Zhiling Chen, Jun Huang, Wei Xue, Shaojie Li, Xianyun Sun

**Keywords:** MAP kinase, sexual development, protoperithecium, MAK-1, MAK-2, *Neurospora crassa*

## Abstract

Mitogen-activated protein (MAP) kinase pathways function as signaling hubs that are integral for many essential cellular processes, including sexual development. The molecular mechanisms and cross-talk between PR and CWI MAP kinase pathways have been extensively studied during asexual development. However, if these can be extended to sexual development remains elusive. By analyzing genome-wide transcriptional responses to deletion of each of two MAP kinase coding genes *mak*-*2* (PR-MAP kinase pathway) and *mak*-*1* (CWI-MAP kinase pathway) in *Neurospora crassa* during protoperithecium formation, 430 genes co-regulated by the MAK-1 and MAK-2 proteins were found, functionally enriched at integral components of membrane and oxidoreductase. These genes include 13 functionally known genes participating in sexual development (*app*, *poi-2*, *stk-17*, *fsd-1*, *vsd-8*, and NCU03863) and melanin synthesis (*per-1*, *pkh-1*, *pkh-2*, *mld-1*, *scy-1*, *trn-2*, and *trn-1*), as well as a set of functionally unknown genes. Phenotypic analysis of deletion mutants for the functionally unknown genes revealed that 12 genes were essential for female fertility. Among them, single-gene deletion mutants for NCU07743 (named as *pfd-1*), NCU02250 (*oli*), and NCU05948 (named as *pfd-2*) displayed similar protoperithecium development defects as the Δ*mak*-*1* and Δ*mak*-*2* mutants, failing to form protoperithecium. Western blotting analysis showed that both phosphorylated and total MAK-1 proteins were virtually abolished in the Δ*nrc*-*1*, Δ*mek*-*2*, and Δ*mak*-*2* mutants, suggesting that the posttranscriptional regulation of MAK-1 is dependent on the PR-MAP kinase pathway during the protoperithecium development. Taken together, this study revealed the regulatory roles and cross-talk between PR and CWI-MAP kinase pathways during protoperithecium development.

## Introduction

Sexual reproduction is common in the eukaryotes and is a quick way for generating genetic diversity in offspring. In multicellular filamentous fungi, it is a complex process involving the development of sexual reproductive structures (Ni et al., 2011; Wilson et al., 2021). *Neurospora crassa* is a multicellular ascomycete fungus in the family Sordariaceae and has long been used as an excellent model organism for genetic and biochemical research and the study of sexual development—the fruiting body morphogenesis (Perkins and Davis, 2000; Davis and Perkins, 2002). *N*. *crassa* is heterothallic with two mating types, designated as *mat a* and *mat A*. Both mating types can form a protoperithcium, the female sexual reproductive organ, and then develop into perithecium after fusing the nuclei from two opposite mating types (Nelson and Metzenberg, 1992). In *N*. *crassa* and other members of Sordariaceae, the entire process of sexual development goes through three main stages, from ascogonial, protoperithecial, to perithecial stages (Lord and Read, 2011; Lichius et al., 2012). The ascogonial stage includes ascogonial coil initiation, coil extension, coil adhesion, septation, and branching. The protoperithecial stage includes enveloping hyphal growth, hyphal adhesion, extracellular matrix deposition, septation and branching, conglutinate cell formation, and trichogyne formation. The perithecial stage begins after nuclear fusion and is marked by dikaryon formation. Ascospores are then generated after meiosis in the formed perithecium. The entire process undergoes hyphal aggregation, adhesion, septation, branching, and cell differentiation involving at least 14 distinct cell types (Lichius et al., 2012). Therefore, perithecium morphogenesis in *N*. *crassa* also provides an ideal model system for studying the development of multicellular organisms.

Signal transduction pathways play key roles in fruiting-body morphogenesis. Some of the most important pathways, the mitogen-activated protein (MAP) kinase pathways, are highly conserved and well-characterized in eukaryotes (Chen and Thorner, 2007; Krishna and Narang, 2008). Three-tiered MAP kinase cascades have been identified in *N*. *crassa*, including the pheromone response (PR) pathway, the cell wall integrity (CWI) pathway, and the osmoregulatory (OS) pathway, which are involved in the regulation of pheromone-induced mating and filamentous growth, cell wall modification and repair, and responses to high osmolarity, respectively (Paul et al., 1997; Posas et al., 1998; Lengeler et al., 2000; Bahn et al., 2007; Chen and Thorner, 2007; Saito, 2010). In each of the pathways, the signal from external or internal is transduced from MAP kinase kinase kinase (MAPKKK) to MAP kinase kinase (MAPKK) and then to MAP kinase; the MAP kinase phosphorylate downstream targets to exert cellular responses to the signal. In the PR-MAP kinase pathway, the three kinases are NRC-1, MEK-2, and MAK-2; in the CWI MAP kinase pathway, they are MIK-1, MEK-1, and MAK-1; whereas, in the OS MAP kinase pathway, they are OS-5, OS-4, and OS-2. Previous studies have shown that mutants lacking any kinase of the MAP kinase pathways were unable to produce fertilizable protoperithecia in *N. crassa* (Pandey et al., 2004; Li et al., 2005; Maerz et al., 2008; Park et al., 2008; Chinnici et al., 2014). Lichius et al. (2012) performed an in-depth comparison of the protoperithecium morphogenesis in these mutants and wild type by low-temperature scanning electron microscope and showed that three MAP kinase cascades each have distinctly different functions during sexual development in *N. crassa*. In addition to *N*. *crassa*, deletion mutants missing genes in the MAP kinase cascades also showed defects in fruiting body development in several other fungal species, such as *Aspergillus nidulans* (Wei et al., 2003), *Fusarium graminearum* (Hou et al., 2002), *Magnaporthe grisea* (Xu et al., 1998), and *Cochliobolus heterosporus* (Lev et al., 2009), indicating their conserved roles in sexual development.

For PR- and CWI-MAP kinase pathways, their roles in cell fusion, asexual development, and cell wall integrity have been extensively studied in filamentous fungi by combined genetic, biochemical, and transcriptomic data (Bennett et al., 2013; Fischer et al., 2018; Fischer and Glass, 2019). A very interesting phenomenon is that several studies have documented cross-talk between the MAK-1 and MAK-2 pathways in *N. crassa* and in other filamentous ascomycete fungi in the asexual development stage (Maerz et al., 2008; Dettmann et al., 2012, 2013; Maddi et al., 2012; Leeder et al., 2013; Fu et al., 2014; Fischer and Glass, 2019). However, the underlying genetic basis and regulatory mechanism of these two MAP kinase pathways in multicellular sexual development remain elusive, and if their cross-talk can be extended to sexual development is unknown.

In this study, we performed a comparative genome-wide transcriptional analysis in the early stage of the protoperithecial morphogenesis in the Δ*mak-2* mutant of the PR-MAP kinase pathway, the Δ*mak-1* mutant of the CWI-MAP kinase pathway, and wild type of *N. crassa* to unveil the systematic and comprehensive genetic basis of protoperithecium development regulated by these MAP kinase pathways, and cross-talk between PR- and CWI-MAP kinase pathways in these complicated and coordinated sexual developmental processes.

## Materials and Methods

### Strains and Culture Conditions

All *N*. *crassa* strains used in this study, including Fungal Genetics Stock Center (FGSC)#4200 (wild type, a), FGSC#2225 (wild type, A), FGSC#11482 (Δ*mak-2*, a), FGSC#11321 (Δ*mak-1*, a), and knockout mutants for phenotypic analysis were obtained from the Fungal Genetics Stock Center^1^ (University of Kansas Medical Center). Strains were maintained on Vogel’s slant (1× Vogel’s salts, 2% sucrose, and 1.5% Bacto Agar), Vogel’s plate (1× Vogel’s salts, 2% glucose, and 0.75% Bacto Agar), and liquid Vogel’s medium (1× Vogel’s salts, and 2% glucose). Synthetic crossing (SC) medium with 0.1% sucrose and 0.025 SC medium with 2% sucrose were used for protoperithecial production and evaluation, respectively (Westergaard and Mitchell, 1947). Strains were grown at 28°C for vegetative growth and asexual sporulation and at 25°C for sexual development.

### Sample Preparation for RNA Sequencing and Quantitative Reverse Transcription-Polymerase Chain Reaction Analysis

Genome-wide transcriptional profiles of the Δ*mak-1* mutant, the Δ*mak-2* mutant, and the wild-type strain at the vegetative growth stage and the initial stage of protoperithecium formation were obtained by RNA sequencing. To obtain RNA at the vegetative growth stage, strains were cultured in liquid Vogel’s medium at 28°C for 22 h with orbital shaking, and the mycelia were harvested by vacuum filtration. To obtain RNA in the initial stage of protoperithecium formation, strains were inoculated on a solid synthetic crossing medium with 0.1% sucrose, on which sterilized cellophane was overlaid. Plates were incubated under constant dark at 25°C for 3.5 and 5.5 days.

Mycelia were immediately frozen after harvest and ground into fine powder in liquid nitrogen. Total RNA was extracted according to the standard TRIzol protocol (Invitrogen Corporation, Carlsbad, CA, United States). For transcriptomic profiling analysis, mixed RNA from three repeats were sent to Beijing Genomics Institute for RNA-seq analysis using the Illumina Hiseq2000 with a single-end module (Illumina, San Diego, CA, United States). The raw data have been deposited in the National Center for Biotechnology Information with the accession number GSE184024. The data analysis followed the method described by Sun et al. (2019). In this study, genes with a transcriptional change for more than twofold between two samples and genes with reads per kilobase of exon model per million mapped reads value of more than 10 in at least one sample were defined as differentially expressed genes.

For quantitative reverse transcription-polymerase chain reaction (RT-qPCR) analysis, RNA extraction, DNase I treatment, complementary DNA synthesis, and qPCR analysis followed the methods described previously (Sun et al., 2019). Each complementary DNA sample was analyzed in triplicate, and the average threshold cycle was calculated. Relative expression levels were calculated using the 2^–ΔΔ*Ct*^ method and normalized to the expression of β-*tubulin* (Livak and Schmittgen, 2001). Primer pairs used for RT-qPCR assay are shown in Supplementary Table 1.

### Assessing Phenotypes of Gene Deletion Mutants

Protoperithecium formation in knockout mutants for candidate genes co-regulated by the MAK-1 and MAK-2 proteins was observed, and mutants defective in protoperithecium formation or female fertility were screened. First, the wild-type and single-gene deletion mutants were individually inoculated on Vogel’s slants and grown at 28°C for 7 days. The fresh conidia were then harvested into distilled water, and the final concentration of conidial suspensions was adjusted to 10^7^ conidia/ml. Three microliters of the conidial suspension were inoculated on cellophane covered on an SC plate with 0.1% sucrose and cultured at 25°C. After 3.5, 5.5, and 7.5 days, protoperithecium was observed under a microscope.

To evaluate the female fertility of mutants, strains were inoculated onto an autoclaved filter paper covered on a sugar-free SC medium plate and incubated at 25°C in constant darkness for 5 days. Then, the conidial suspension of wild type with opposite mating type, a (#4200) or A (#2225), was inoculated on the colony of the female strain and cultured in constant darkness for 7 days, followed by continuous illumination for more than 1 week. Perithecium formation and ascospore ejection were observed by microscope.

As many of the isolates in the *N. crassa* single-gene deletion library have mutations in addition to the targeted deletion (Fu et al., 2011), these mutants with defects in protoperithecium or perithecium formation were subjected to check if their phenotype co-segregate with hygromycin resistance according to the co-segregation database constructed by Stephen Free’s group^2^ (Chinnici et al., 2014). Also, the one that did not co-segregate was removed from the final data.

### Protein Extraction and Western Blotting

The sample preparation for protein extraction was the same as RNA-seq. After harvest, the mycelium of each sample was ground in liquid nitrogen and mixed with the proper amount of protein extraction buffer [50-mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, pH 7.4; 137-mM sodium chloride; 10% glycerol] with phosphatase inhibitor mixture (All-in-One, APPLYGEN, China). After centrifugation (4°C, 12,000 rpm, 30 min), the supernatants were transferred to new Eppendorf tubes and centrifuged again if necessary. The protein concentration was determined using a Nanodrop spectrophotometer (BioSpec-nano, SHIMADZU Biotech). A proper volume of protein extracts with 30-μg total protein per lane was applied to sodium dodecyl sulfate-polyacrylamide gel electrophoresis and subsequent Western blotting. To analyze the phosphorylation status of the MAK-1 and MAK-2 proteins, a polyclonal rabbit phospho-p44/42 MAP kinase antiserum (Cell Signaling Technology, United States) was used as a primary antibody, and AffiniPure goat anti-rabbit immunoglobulin G (IgG) (H+L) (APPLYGEN) was used as the secondary antibody (Roux and Blenis, 2004; Baccarini, 2005). The polyclonal rabbit Kss1 antiserum (y-50) (Santa Cruz Biotechnology, Inc.) (Chapman and Asthagiri, 2009), polyclonal goat Fus3 antiserum (yC-19) (Santa Cruz Biotechnology, Inc.) (Rodríguez-Escudero et al., 2006), and anti-β-tubulin mouse monoclonal antibody (CWBIO) were used as primary antibody to detect protein levels of MAK-1, MAK-2, and β-tubulin, respectively. AffiniPure goat anti-rabbit IgG (H+L) (APPLYGEN), horse anti-goat (H+L) (Dogesce), and goat anti-mouse IgG (H+L) (Multisciences) were used as secondary antibody.

## Results

### MAK-1 and MAK-2 Are Critical for Sexual Development

All three MAP kinase cascades are required for growth and development in *N*. *crassa* (Lichius et al., 2012). More interestingly, deletion mutants of genes *mak*-*2* and *mak-1*, which, respectively, encode the most downstream kinases of PR- and CWI-MAP kinase pathways, shared some phenotypic similarities. As shown in Supplementary Figure 1A, when grown in Vogel’s agar tubes, both the Δ*mak*-*2* and Δ*mak-1* mutants produced short aerial hyphae and fewer conidia, as compared with wild type. On synthetic crossing medium, *N. crassa* wild type formed regular black subspherical protoperithecia with trichogyne. However, only several abnormal mycelial knots were found on the colony surface of the Δ*mak-1* and Δ*mak-2* mutants (Supplementary Figure 1B). After mating, protoperithecia in the wild-type strain further developed into perithecium, whereas no similar structures were found in either the Δ*mak-1* mutant or the Δ*mak-2* mutant (Supplementary Figure 1C). These results are consistent with a previous study (Pandey et al., 2004). Phenotypic similarities in hyphal growth and asexual and sexual development between the Δ*mak-1* and Δ*mak-2* mutants suggest that PR- and CWI-MAP kinase pathways have some functional overlap.

However, these two mutants also displayed obvious differences in colony growth. The Δ*mak*-*1* mutant formed a rosette-like colony, which was not seen in the Δ*mak*-*2* mutant, and its colony growth was much slower than that of the Δ*mak*-*2* mutant (Supplementary Figure 1A; Pandey et al., 2004; Li et al., 2005; Maerz et al., 2008), suggesting that the MAK-1 and MAK-2 proteins might involve in similar biological processes but have some different functions.

### Genome-Wide Transcriptional Responses to Single-Gene Deletion of *mak-1* and *mak-2*

To gain an insight into the molecular mechanisms of the MAK-1 and MAK-2 proteins on the regulation of protoperithecium development of *N. crassa*, we examined genome-wide transcriptional responses to single-gene deletion of *mak-1* and *mak-2*. 

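Transcript levels were measured by RNA sequencing in 6 samples of *N. crassa*, namely the wild type, the Δ*mak-1* mutant and the Δ*mak-2* mutant, each at 2 stages. Vegetative hyphae (A) were grown for 22 h at 28°C in shaken liquid Vogel's medium. The protoperithecial stage (S) was taken after 3.5 days at 25°C in constant darkness on cellophane over SC medium, which induces female structures. Medium, including the kind and amount of sugar, surface and temperature therefore changed together with the stage. The paper gives no light condition for the vegetative cultures, so light may have differed as well. *mak-2* (NCU02393), which encodes the MAP kinase of the PR pathway, had no read in either library of the Δ*mak-2* mutant, against 68.2 RPKM in the wild type at A and 586 RPKM at S. *mak-1* (NCU09842), which encodes the MAP kinase of the CWI pathway, had 6.39 RPKM at A and 6.08 RPKM at S in the Δ*mak-1* mutant (50 and 52 reads), against 42.1 and 148 RPKM in the wild type. The mating type genes *mat A-1*, *mat A-2* and *mat A-3* had no read in any library. RNA of 3 repeats was mixed before sequencing, which leaves 1 library per condition, so that no difference here has a replicate check and no p-values are given.

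The authors deposited RPKM values (reads scaled to the length of the exon model and to the mapped reads of the library) for 9872 table entries. Within a library these values lie on whole multiples of the value of 1 read, and reads were recovered from these steps for 8913 of the 8913 entries above 0 in at least 2 libraries. The mapped reads were 2602076 in the wild type at A and 3300928 at S, 3358476 and 3668046 in the Δ*mak-1* mutant, and 2866325 and 3371962 in the Δ*mak-2* mutant. At the median coding length of 1365 bases, 10 RPKM stands for 35.5 reads in the wild type at A and 50.1 reads in the Δ*mak-1* mutant at S. A gene was called changed where the ratio was above 2 or below 0.5 and at least 1 of the 2 libraries compared was above 10 RPKM, the thresholds of the paper. In the mutants, "lowered" and "raised" are used for genes past these thresholds against the wild type at the same stage. Where they are counted among the genes increased or decreased in the wild type, the RPKM minimum was applied to the wild-type comparison only. A gene raised there can therefore lie below 10 RPKM in both libraries of the mutant comparison. Ranges beside a ratio are exact (Clopper-Pearson) 95% intervals from the reads, and they cover counting error only, not differences between cultures or amplification. Gene lists were fixed before the data were examined, and the median ratio of each is placed among 10000 random lists of the same size matched on mean expression.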

Samples of wild type, the Δ*mak-1* and Δ*mak-2* mutants from two developmental stages, including the early stage of protoperithecium formation (3.5 days on SC medium) and the vegetative growth stage, were used for RNA sequencing (Figure 1A). A total of 9,873 genes were mapped onto the genome. In wild type, 2,894 genes were upregulated, and 655 genes were downregulated in the early stage of protoperithecium formation as compared with vegetative growth stage (Figure 1B, Supplementary Data 1, and Supplementary Table 2). These results indicate that *N. crassa* has a genome-wide transcriptional response to the induction of protoperithecium development.

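Of 17 genes of cellulose and xylan breakdown, 15 rose at the protoperithecial stage in the wild type and none fell, with a median ratio of 350 to vegetative hyphae. *cbh-1*, which encodes a cellobiohydrolase, rose 1164-fold (776 to 1836), and *gh6-2*, which encodes another, rose 451-fold (346 to 601). *gh61-4*, a polysaccharide monooxygenase gene, had no read in vegetative hyphae and 5396 reads at the protoperithecial stage, at least 1418-fold higher against a floor of 3 reads (lower counting limit 1153). Of 41 genes of ribosome biogenesis, 32 rose and none fell (median ratio 4.19). All 5 genes of the glyoxylate cycle and gluconeogenesis rose, among them *acu-9*, the malate synthase gene, by 4.50-fold (3.74 to 5.45), and *acu-6*, the phosphoenolpyruvate carboxykinase gene, by 6.52-fold (4.53 to 9.67). The protoperithecial cultures grew on cellophane and with less sugar, sucrose in place of glucose. Carbon source and stage therefore cannot be told apart in the wild type for the cellulose and glyoxylate lists. Between the mutants' own stages the cellulose list had median ratios of 188 in the Δ*mak-1* mutant and 433 in the Δ*mak-2* mutant, with 15 genes raised in each. In these single libraries its rise thus did not need normal protoperithecia, which the paper reports neither mutant forms. The glyoxylate list had median ratios of 1.25 and 2.76 there.

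In the other direction, 9 of 14 genes of the light response fell and 2 rose (median ratio 0.153), and *vvd*, which encodes a blue-light photoreceptor, had 0.119 times its vegetative level (0.107 to 0.132). The protoperithecial plates were kept dark and the light of the vegetative cultures is not given, so light and stage cannot be told apart in the wild type alone. Between the mutants' own stages the median ratio of this list was 2.45 in the Δ*mak-1* mutant (8 raised, 0 lowered). In the Δ*mak-2* mutant it was 2.22 (7 raised, 1 lowered), and with the median of ratios these medians were 1.71 and 1.32. A difference in light alone, acting alike in the 3 strains, would lower these genes in the mutants too. These single libraries did not show that. Of 14 genes of cell wall synthesis, 7 fell and 2 rose (median ratio 0.395). The 2 that rose were the chitin synthase genes *chs-1* (3.81-fold, 3.09 to 4.73) and *chs-3* (6.98-fold, 5.07 to 9.85). The clock-controlled genes *ccg-13* and *ccg-14* were among the 10 largest decreases, with ratios of 0.00376 (0.00337 to 0.00419) and 0.00387 (0.00351 to 0.00426). The median of the glyoxylate list lay at percentile 96.3 of its matched random lists. Those of the cellulose and ribosome biogenesis lists lay at percentile 100 and those of the light response and cell wall lists at percentile 0.

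Over all genes, 2894 were called increased and 643 decreased, so that 81.8% of the changed genes had increased. The median gene above 10 RPKM in either library was shifted by 0.89 on the log2 scale, and the split between higher and lower calls depends on this shift. Scaling by the median of ratios gave 1436 increased and 1356 decreased genes (51.4% increased), scaling by the upper quartile 1427 and 1357 (51.3%), and scaling by β-tubulin, the reference gene of the RT-qPCR, 1813 and 1045 (63.4%). With each of these 3 scalings *acu-3* and *acu-5* of the glyoxylate list no longer passed 2-fold and *fbp-1* no longer passed 10 RPKM, and 21 genes of ribosome biogenesis rose with the median of ratios.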

**FIGURE 1:**
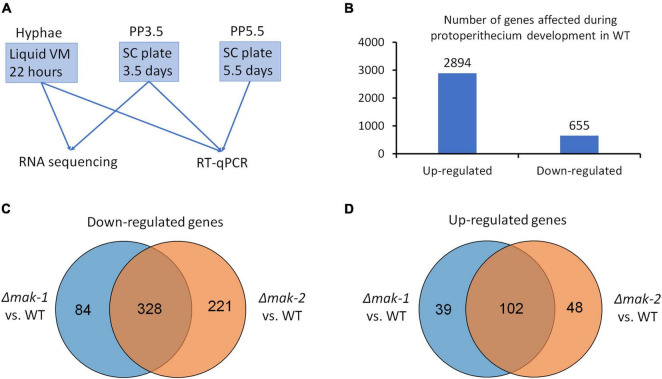
Genes responsive to sexual development induction are regulated by MAK-1 and MAK-2 proteins. **(A)** A schematic representation of sample preparation used for RNA sequencing and RT-qPCR. **(B)** Number of genes whose expressions were up- and downregulated during protoperithecium development (PP3.5) in wild type. **(C)** Venn analysis of genes downregulated in Δ*mak-1* and Δ*mak-2* mutants. Genes selected are among 2,894 genes that were upregulated in protoperithecia compared with hyphae in wild type, but their upregulation was attenuated in Δ*mak-1* and Δ*mak-2* mutants. **(D)** Venn analysis of genes upregulated in Δ*mak-1* and Δ*mak-2* mutants. Genes selected are among 655 genes that were downregulated in protoperithecia compared with hyphae in wild type, but their downregulation was weakened in Δ*mak-1* and Δ*mak-2* mutants.

The RNA-seq results also revealed that the transcriptional responses of some genes were affected by the deletion of the *mak-1* or *mak-2* gene. 

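At the protoperithecial stage, 3 of the 5 genes of the glyoxylate cycle and gluconeogenesis were lowered in the Δ*mak-1* mutant. They were *acu-9* with 0.206 times the wild-type level (0.174 to 0.243), *acu-6* with 0.237 times (0.180 to 0.309) and *acu-3*, the isocitrate lyase gene, with 0.349 times (0.312 to 0.391). In the Δ*mak-2* mutant only *acu-3* of these passed the threshold, at 0.471 times (0.424 to 0.523), whereas *acu-9* had 0.790 times and *acu-6* 1.32 times the wild-type level. Of 14 genes of starch and sucrose metabolism, 5 were lowered and 1 raised in the Δ*mak-1* mutant (median ratio 0.649, percentile 0.0800 of matched random lists), and 7 were lowered and none raised in the Δ*mak-2* mutant (median 0.479, percentile 0.0100). *prm-1*, whose product acts in plasma membrane fusion, had risen 5.52-fold (3.31 to 9.79) in the wild type and had 0.378 times the wild-type level in both mutants. The genes lowered in the Δ*mak-1* mutant make up 14.2% of those increased in the wild type, and the genes lowered in the Δ*mak-2* mutant 19.0%. These shares depend on the scaling. With the median of ratios 1436 genes were increased in the wild type, and 369 and 436 of them were lowered, which are larger shares.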

Among the 2,892 upregulated genes during the protoperithecium formation in wild type, the transcript levels of 412 genes in the Δ*mak-1* mutant and 549 genes in the Δ*mak*-2 mutant were dramatically lower than those in wild type (Figure 1C). 

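Among the genes that fell in the wild type and were higher in the mutants at the protoperithecial stage, *crf5-1* had 29.3 times the wild-type level in the Δ*mak-1* mutant (23.0 to 37.9) and 34.2 times in the Δ*mak-2* mutant (26.9 to 44.2). *mig-12* had 23.7 and 30.7 times the wild-type level. NCU02190 had 125 RPKM in the wild type and 2116 and 1982 RPKM in the mutants. NCU08770, with 7 reads in the wild type, had 32.1 times (15.4 to 80.8) and 50.2 times (24.1 to 126) the wild-type level. NCU10063, which lies 2 genes away from *mak-1* on the NC12 assembly, had 19.9 times the wild-type level in the Δ*mak-1* mutant (17.5 to 22.9) and 14.0 times in the Δ*mak-2* mutant (12.2 to 16.1). In total 159 genes, 24.7% of the genes decreased in the wild type, were raised in the Δ*mak-1* mutant, and 173 genes (26.9%) in the Δ*mak-2* mutant. A minimum of 10 RPKM in the mutant comparison as well, added after the values were seen, gives 141 and 150, the counts of the paper. The counts of 159 and 173 rose to 257 and 272 with scaling by the upper quartile, but out of 1357 decreased genes in place of 643, so the shares were smaller. Where the whole counting interval had to lie beyond the thresholds they fell to 78 and 89, out of 464 decreased genes.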

Among the 622 downregulated genes during the protoperithecium formation in wild type, transcript levels of 141 genes in the Δ*mak-1* mutant and 150 genes in the Δ*mak*-2 mutant were dramatically higher than those in wild type (Figure 1D). 

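The genes lowered most in both mutants had few reads left there. NCU08657 had 1647 reads in the wild type at the protoperithecial stage, 3 reads in the Δ*mak-1* mutant and 6 in the Δ*mak-2* mutant, with ratios of 0.00164 (0.000338 to 0.00480) and 0.00357 (0.00131 to 0.00778). NCU00732, which Supplementary Table 3 lists under monooxygenase activity, had 1058 RPKM in the wild type, 7.81 RPKM in the Δ*mak-1* mutant and 4.15 RPKM in the Δ*mak-2* mutant. NCU02125, with 24 and 15 reads left, had 0.0149 times (0.00951 to 0.0222) and 0.0101 times (0.00565 to 0.0168) the wild-type level. Over all genes lowered in both mutants, the median increase in the wild type was 10.3-fold, and the median ratio to the wild type was 0.265 in the Δ*mak-1* mutant and 0.206 in the Δ*mak-2* mutant, at a median of 318 reads in the wild type.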

Interestingly, 328 genes were downregulated in both the Δ*mak-1* and Δ*mak-2* mutants during protoperithecium formation, and they account for 79.6 and 59.7% of genes whose expressions were downregulated in the Δ*mak-1* and Δ*mak-2* mutants (Figure 1C and Supplementary Data 2). Also, 102 genes were upregulated in both the Δ*mak-1* and Δ*mak-2* mutants, accounting for 72.3 and 68.0% of genes whose expression was upregulated in the Δ*mak-1* and Δ*mak-2* mutants, respectively (Figure 1D and Supplementary Data 2). These results indicate that there is a large overlap in the regulatory functions between the MAK-1 and MAK-2 proteins. 

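Genes of the light response and several conidiation genes were raised in both mutants. Of 14 light response genes, whatever their change in the wild type, 10 were raised and none lowered in each mutant, with median ratios of 7.24 in the Δ*mak-1* mutant and 7.96 in the Δ*mak-2* mutant. *al-1*, which encodes phytoene dehydrogenase of carotenoid synthesis, had 71.6 times (65.0 to 79.0) and 82.4 times (74.9 to 90.9) the wild-type level. *al-2*, the phytoene synthase gene, had 25.7 times (23.1 to 28.6) and 38.9 times (35.1 to 43.3). *cry*, a cryptochrome gene with 4 reads in the wild type, had 70.2 times (27.1 to 259) and 101 times (39.0 to 371). The clock gene *frq* had 4.27 times (3.99 to 4.56) and 2.89 times (2.70 to 3.11). Of 11 conidiation genes, 7 were raised in the Δ*mak-1* mutant (median ratio 4.84) and 9 in the Δ*mak-2* mutant (median 4.32), and none was lowered. *con-10* had 31.7 times (29.5 to 34.2) and 19.2 times (17.8 to 20.7) the wild-type level, and *con-8* 4.84 times (4.58 to 5.11) and 4.27 times (4.03 to 4.51). All 4 list medians lay at percentile 100 of matched random lists. The wider annotation conidium formation showed no such shift, with 10 of 76 genes raised and 3 lowered in the Δ*mak-1* mutant (median ratio 1.08, percentile 67.9) and 10 raised and 5 lowered in the Δ*mak-2* mutant (1.03, percentile 69.8).

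Of the 117 genes raised in both mutants, 42 carry the annotation response to light stimulus, where random draws from the genes decreased in the wild type, matched on RPKM in vegetative hyphae, gave a mean of 19.2, and 0 of 10000 draws gave as many. Conidium formation is the annotation of 2 of the 117, where draws gave a mean of 1.18 and 3368 of 10000 gave as many. The median ratio of the 117 genes to the wild type was 4.15 in the Δ*mak-1* mutant and 4.26 in the Δ*mak-2* mutant, at a median of 106 reads in the wild type at the protoperithecial stage. They account for 73.6% of the genes raised in the Δ*mak-1* mutant and 67.6% of those raised in the Δ*mak-2* mutant. Scaling by the upper quartile gave 179 genes, of which 113 were among the 117, and the requirement that the whole counting interval passed the thresholds gave 62. With the minimum of 10 RPKM in the mutant comparison as well, 102 genes were raised in both.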

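Among the genes increased in the wild type, 328 were lowered in both mutants, where independent lists of 412 and 549 genes would share 78.2. Among the genes decreased in the wild type, 117 were raised in both, against 42.8 for independent lists of 159 and 173 genes. The shared genes include 6 of the 7 genes of the melanin list (*mld-1* and 5 synthesis genes) and all 6 genes required for sexual development or expressed in perithecia that were known before the study, and on the raised side 8 of 14 light response genes and 4 of 11 conidiation genes. The paper picked the 6 known genes and the melanin genes out of its co-regulated genes, so these counts were largely fixed in advance. The lists the study drew from these libraries, these included, are not independent evidence of their direction.

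Both mutants were compared with the same wild-type library, so unchanged mutants were simulated against it 200 times. With an extra coefficient of variation of 0.2 between libraries, a median of 10.5 genes (3 to 19) came out lowered in both and 13 (2 to 22) raised in both. With 0.4 these became 176 (146 to 212) and 112 (89 to 143), and a median of 519 genes was then lowered in the simulated Δ*mak-1* mutant, those lowered in both included. The wild type at this stage is 1 library and cannot be split, and the spread between cultures is not known from these data. From the overlap of the 2 mutants, the paper concludes that MAK-1 and MAK-2 share a large part of their regulatory functions. It also reports RT-qPCR of selected genes, with lower levels in both mutants, and phenotypes that the mutants share. That evidence does not rest on the shared wild-type library and was not analysed here.

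**Figure D1:**
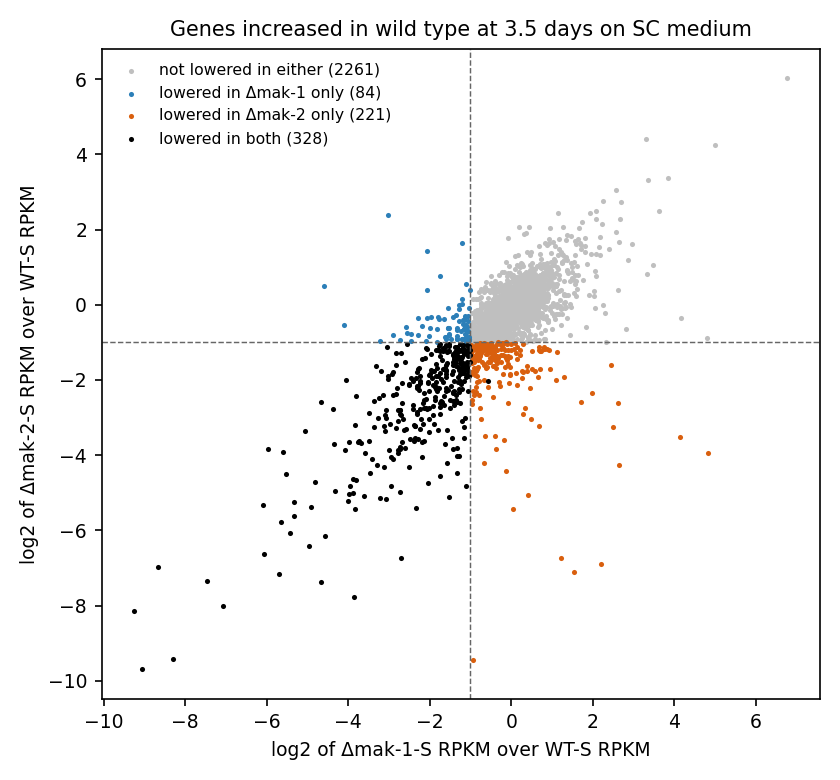
Log2 ratio of the Δ*mak-1* mutant (horizontal axis) and of the Δ*mak-2* mutant (vertical axis) to the wild type at the protoperithecial stage, for the 2894 genes increased in the wild type, each point a gene in 1 library per condition and colours giving genes lowered in both mutants (328), in the Δ*mak-1* mutant only (84), in the Δ*mak-2* mutant only (221) or in neither. A gene at 0 is drawn at the floor of 3 reads, and most genes lowered in both lie well below the dashed lines at -1 on both axes.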

GO enrichment analysis revealed that, among the 430 genes affected by both the *mak-1* and *mak-2* gene deletions, some are related to oxidoreductase activity, whereas some encode proteins belonging to integral components of a membrane (*p* < 0.01) (Supplementary Table 3).

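The 14 oxidoreductase genes that Supplementary Table 3 gives among the genes lowered in both mutants, which include *tnr-1*, *tnr-2*, *mol-1* (sulfite oxidase), *gcy-1* (glycerol dehydrogenase) and *ty-6* (tyrosinase), had a median increase of 5.06-fold in the wild type and median ratios of 0.241 in the Δ*mak-1* mutant and 0.236 in the Δ*mak-2* mutant. The 8 genes given under monooxygenase activity had median ratios of 0.195 and 0.157. Among the genes raised in both mutants, the 7 oxidoreductase genes, with *al-1*, *bli-4*, *fpo-1* and the alcohol dehydrogenase gene *adh-1* among them, had a median ratio of 0.0680 between stages in the wild type and of 7.41 and 6.26 in the mutants. Of the integral membrane proteins on the lowered side, only the first 41 listed were at hand, and the 40 of these found in the deposited table had median ratios of 0.247 and 0.274. The 27 on the raised side had 3.24 and 3.78. These groups were drawn by the study from the same libraries, so their medians are not independent evidence of a direction, and no enrichment was tested on them.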

Among these genes, *mkr*-*2*, *mkr*-*3*, and *mkr*-*5*, three downstream genes in the PR-MAP kinase pathway, are specifically expressed during sexual development (Li et al., 2005). RT-qPCR further verified the regulation of these three genes by MAK-1 and MAK-2. As shown in Figure 2, the transcript levels of these genes dramatically increased during the protoperithecium formation and peaked after growth for 3.5 days in wild type. However, in both the Δ*mak*-*2* mutant and the Δ*mak*-*1* mutant, the transcript levels of *mkr*-*2*, *mkr*-*3*, and *mkr*-*5* were dramatically lower than those in wild type, and the transcript levels of *mkr*-*2* and *mkr*-*3* were almost undetectable (Figure 2).

**FIGURE 2:**
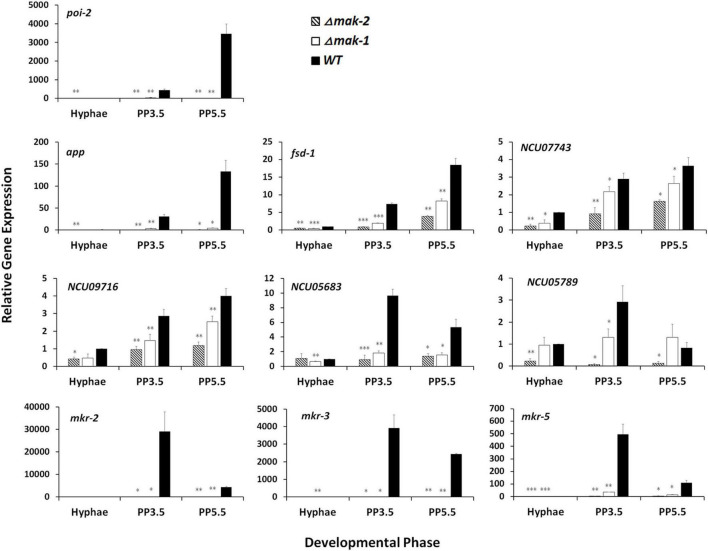
Confirmation of impacts of *mak-1* and *mak-2* in transcriptional responses by selected genes to sexual development induction through RT-qPCR analysis. Hyphae: samples of *N. crassa* in vegetative growth stage; PP3.5: samples of *N. crassa* after 3.5 days of sexual development induction; PP5.5: samples of *N. crassa* after 5.5 days of sexual development induction. Relative gene expression in Δ*mak-1* and Δ*mak-2* mutants vs. wild type (WT) was calculated using 2^– ΔΔ*CT*^ method. All expression levels were normalized to expression level of β-tubulin. Bars represent mean and standard error for three replicates. Analysis of variance statistically analyzed differences between mutants and wild type. Values with *P* < 0.001, 0.001 < *P* < 0.01, and 0.01 < *P* < 0.05 are marked with ^***^, ^**^, and *, respectively.

In addition, some sexual development essential genes, such as *poi-2*, *app*, and *fsd-1*, and several genes with unknown functions, such as *NCU07743*, *NCU09716*, *NCU05683*, and *NCU05789*, were also selected for RT-qPCR analysis. In wild type, the transcript levels of these genes were dramatically increased during protoperithecium formation, but these increases were abolished or greatly reduced in both the Δ*mak-1* and Δ*mak-2* mutants (Figure 2). All these results demonstrate that protoperithecium development is co-regulated by the MAK-1 and MAK-2 proteins.

To examine whether these genes are regulated by the known transcription factors (ADV-1 and PP-1) downstream of MAK-1 and MAK-2 proteins, we analyzed the ADV-1 and PP-1 binding sites of these co-regulated genes in their promoters. Among the 430 genes co-regulated by the MAK-1 and MAK-2 proteins during protoperithecium development, a total of 167 genes have ADV-1 and/or PP-1 binding sites in their promoters, including several transcription factors (Supplementary Data 2). In addition, among the 430 co-regulated genes, 26 were regulated by ADV-1 and/or PP-1 during hyphal growth (Fischer et al., 2018). These results indicate that the MAK-1 and MAK-2 proteins regulated protoperithecium development may be partially through ADV-1 and/or PP-1, and there may be other transcription factors downstream of the MAK-1 and MAK-2 proteins involved in protoperithecium development.

### Known Genes Participating in Sexual Development Are Positively Co-regulated by the MAK-1 and MAK-2 Proteins

Among the 430 genes co-regulated by the MAK-1 and MAK-2 proteins in the early stage of protoperithecium development, roles of 61 genes in sexual development were previously assayed (Kim and Nelson, 2005; Nowrousian et al., 2007; Fu et al., 2011; Park et al., 2011; Chinnici et al., 2014; Carrillo et al., 2017; Fischer and Glass, 2019), including *app*, *poi-2*, *stk-17*, *fsd-1*, *vsd-8*, and NCU03868 (Table 1 and Supplementary Data 2). The gene *app* (abundant perithecial protein) is an indicator of sexual development, and its transcripts can be detected after the onset of protoperithecium development (Nowrousian et al., 2007). The remaining five genes, *poi-2*, *stk-17*, *fsd-1*, *vsd-8*, and NCU03868, are essential for the normal development of protoperithecium or perithecium formation (Kim and Nelson, 2005; Park et al., 2011; Carrillo et al., 2017).

**TABLE 1:** Genes involved in sexual development and melanin synthesis are co-regulated by MAK-2 and MAK-1.

Locus	Function annotation	WT-S/WT-A	Δmak2-S/WT-S	Δmak1-S/WT-S
**Genes involved in sexual development**				
NCU04533	*app*; Normal sexual development (Nowrousian et al., 2007/fungidb).	13.59	0.0015	0.0031
NCU05768	*poi-2*; No protoperithecia and perithecia (Kim and Nelson, 2005).	1,147.27	0.0012	0.0019
NCU04990	*stk-17*, Protein serine/threonine kinase. No protoperithecia and perithecia (Park et al., 2011/fungidb).	2.12	0.4335	0.4757
NCU09915	*fsd-1*, female sexual development-1; No protoperithecia and perithecia (Carrillo et al., 2017/fungidb).	2.95	0.1646	0.41906
NCU06140	*vsd-8*; Reduced protoperithecia and perithecia (Carrillo et al., 2017).	45.72	0.2363	0.1552
NCU03868	Hypothetical protein; Normal protoperithecia. No perithecia and ascospore (fungidb).	9.13	0.2254	0.2007
NCU07743	Named as *protoperithecium formation defect -1*, *pfd-1*; No protoperithecia and perithecia (this study).	38.68	0.1206	0.1581
NCU02250	*oli*, ATP synthase subunit ATP9; No protoperithecia and perithecia (this study).	0.4871	4.19	3.03
NCU05948	Named as *pfd-3*; No protoperithecia and perithecia (this study).	9.85	0.248	0.060
NCU09782	Serine/threonine protein kinase; Very few protoperithecia, no perithecia (this study).	9.55	0.1706	0.3013
NCU09248	*tcf-27*, transcription factor-27; Very few protoperithecia, no perithecia (this study).	3.56	0.2843	0.4336
NCU04930	*cea-6*; Very few protoperithecia, no perithecia (this study).	4.29	0.2188	0.2712
NCU04474	*mol-1*, sulfite oxidase, Very few protoperithecia, no perithecia (this study).	2.72	0.3687	0.3779
NCU00236	*fpo-1*, flavoprotein oxygenase-1; Reduced protoperithecia, no perithecia (this study).	0.3376	8.26	7.41
NCU07776	*acw-5*, anchored cell wall protein 5; Reduced protoperithecia, no perithecia (this study).	0.1487	4.16	4.19
NCU04923	*gcy-1*, Gld1, glycerol dehydrogenase;. Reduced protoperithecia, no perithecia (this study).	3.11	0.2463	0.1874
NCU04936	*gld-1*, glucose dehydrogenase-1; Reduced protoperithecia, no perithecia (this study).	8.87	0.3142	0.4719
NCU08457	*eas*, rodlet protein; Reduced protoperithecia, no perithecia (this study).	0.0882	104.36	10.76
NCU02209	*ods*, fatty acid metabolism-4. Very few perithecia (this study).	11.34	0.2549	0.1234
NCU03422	Named as *reduced perithecium -1* (*rp-1*); Few perithecia (this study).	87.37	0.1089	0.0704
NCU04489	Named as *reduced perithecium -2* (*rp-2*). Few perithecia (this study).	20.41	0.1640	0.2218
NCU09199	*ty-6*, tyrosinase-6; Few perithecia (this study).	33.24	0.0709	0.3957
NCU04952	*gh3-4*, beta-D-glucoside glucohydrolase; Few perithecia (this study).	238.46	0.2071	0.2071
NCU04496	Named as *delayed formation of protoperithecia -1*, *dfp-1*; Delayed formation of protoperithecia (this study).	53.99	0.0286	0.1064
NCU04949	Named as *dfp-2*; Delayed formation of protoperithecia (this study).	9.13	0.2418	0.4044
NCU09976	*ce12-1*, rhamnogalacturonan acetylesterase. Delayed formation of protoperithecia (this study).	9.99	0.2183	0.2007
NCU00830	*tcu-1*, ctr copper transporter; Delayed formation of protoperithecia (this study).	787.87	0.2941	0.2650
NCU07053	*ahd-4*, alhehyde dehydrogenase-4. Delayed formation of protoperithecia (this study).	62.27	0.1937	0.1393
NCU09415	Named as *dfp-3*; Delayed formation of protoperithecia (this study).	235.70	0.4420	0.2378
**Genes participating in melanin synthesis**				
NCU04561	*mld-1*, melanization defective-1; Less melanized perithecia (Carrillo et al., 2017).	232.94	0.0182	0.0198
NCU03584	*per-1, perithecial-1*, polyketide synthase; white perithecia (Ao et al., 2019).	3340.76	0.0767	0.0493
NCU01903	*pkh-1*, polyketide hydrolase; black perithecia (Ao et al., 2019).	7.5838	0.2737	0.2451
NCU05821	*pkh-2*, polyketide hydrolase; black perithecia (Ao et al., 2019).	246.34	0.0141	0.0418
NCU07823	*scy*, scytalone dehydratase; Rust red perithecia, no ascus (this study).	13.64	0.1986	0.5487
NCU06905	*pkr-2/tnr-2/4hnr*, tetrahydroxynaphthalene reductase; Brown-orange perithecia (this study).	64,258	0.0267	0.0249
NCU09390	*pkr-1/tnr-1/3hnr*, tetrahydroxynaphthalene reductase; Brown-orange perithecia, no ascus (this study).	334.89	0.0791	0.0741

*Genotypes with “-A”: samples of N. crassa in vegetative growth stage; Genotypes with “-S”: samples of N. crassa after 3.5 days of sexual development induction. Locus numbers and function were annotated according to the N. crassa genome assembly (http://fungidb.org/fungidb/). RPKM: reads per kilobase of exon model per million mapped reads.*

RNA-seq results showed that the transcript levels of these six genes increased during protoperithecium development in wild type. However, their transcriptional responses to protoperithecium development induction were dramatically impaired in both the Δ*mak*-*2* and Δ*mak*-*1* mutants. 

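In the wild type, *poi-2* (plenty of it-2) rose from 5 reads to 7277, a ratio of 1147 (491 to 3534). *app*, which encodes an abundant perithecial protein, rose 13.6-fold (11.3 to 16.5), NCU03868 rose 9.13-fold (5.06 to 18.1) and *fsd-1*, which encodes a transcription factor, 2.95-fold (2.62 to 3.32). *vsd-8*, another transcription factor gene, had 1 read in vegetative hyphae, which gives a ratio of 45.7 with a counting interval from 7.89 to 1837. *stk-17*, a protein kinase gene, rose 2.12-fold (1.34 to 3.47). With scaling by the median of ratios the increases of *stk-17* (1.21-fold) and *fsd-1* (1.68-fold) no longer passed 2-fold, and those of the other 4 genes did.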

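*poi-2* stayed near the detection limit in both mutants, with 0.560 RPKM in vegetative hyphae and 3.84 RPKM at the protoperithecial stage in the Δ*mak-1* mutant, and 3.28 and 2.51 RPKM in the Δ*mak-2* mutant. *app* went from 2.58 to 2.07 RPKM and from 4.91 to 0.964 RPKM, against 48.3 RPKM already in wild-type hyphae. *fsd-1* went from 58.6 to 74.6 RPKM in the Δ*mak-1* mutant and from 11.4 to 29.3 RPKM in the Δ*mak-2* mutant, and NCU03868 from 3.92 to 5.06 RPKM and from 3.55 to 5.68 RPKM. *stk-17* went from 8.99 to 6.48 RPKM and from 2.91 to 5.91 RPKM.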

After 3.5 days of sexual development induction, the transcript levels of *app*, *poi-2*, *stk-17*, *fsd-1*, and *vsd-8* and NCU03868 in the Δ*mak-2* mutant were only 0.15, 0.12, 43.35, 16.46, 23.63, and 22.54%, respectively, of that in wild type, and the transcript levels of them in the Δ*mak-1* mutant were only 0.31, 0.19, 47.56, 41.9, 15.52, and 20.07%, respectively, of that in wild type (Table 1 and Supplementary Data 2).

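The levels of *app* rest on 7 reads in the Δ*mak-1* mutant and 3 in the Δ*mak-2* mutant against 2000 in the wild type, with counting intervals for the ratio to wild type from 0.00127 to 0.00650 and from 0.000303 to 0.00430. Those of *poi-2* rest on 15 and 9 reads (0.00104 to 0.00306 and 0.000553 to 0.00230). The levels of *stk-17* were 47.6% and 43.4% of the wild type, with intervals of the ratio from 0.310 to 0.718 and from 0.275 to 0.671, so that counting error alone does not place them below the threshold of 0.5. The level of *fsd-1* was 41.9% of the wild type in the Δ*mak-1* mutant (interval of the ratio 0.381 to 0.461) and 16.5% in the Δ*mak-2* mutant (0.143 to 0.189). For *vsd-8* (15.5% and 23.6%) the intervals were 0.0707 to 0.306 and 0.122 to 0.429, and for NCU03868 (20.1% and 22.5%) 0.131 to 0.298 and 0.148 to 0.333.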

### Melanin Synthesis Genes Are Required for Perithecium Development and Downregulated in the Δ*mak-1* and Δ*mak-2* Mutants During Protoperithecium Formation

Melanin is involved in the pigmentation of sexual structures in several fungi (Engh et al., 2007; Ao et al., 2019). According to the RNA-seq results, six of seven melanin synthesis genes, *per-1*, *pkh-1*, *pkh-2*, *pkr-2*/*tnr-2*/*4hnr*, *pkr-1*/*tnr-1*/*3hnr*, and *scy-1*/*sd* (Ao et al., 2019), as well as a transcriptional regulator encoding gene *mld*-*1* that is required for melanin synthesis (Carrillo et al., 2017), were co-regulated by the MAK-1 and MAK-2 proteins (Table 1). 

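The melanin list holds 6 synthesis genes and the regulator gene *mld-1*, which are those the paper names, and a further synthesis gene that it counts without naming was not analysed here. All 7 genes of the list rose in the wild type, with a median ratio of 246, and 6 were lowered in the Δ*mak-1* mutant (median ratio 0.0493) and 7 in the Δ*mak-2* mutant (median 0.0767). *per-1*, the polyketide synthase gene, went from 1 read to 4238 (ratio 3341, 599 to 131984) and had 0.0493 times (0.0430 to 0.0562) and 0.0767 times (0.0684 to 0.0858) the wild-type level in the mutants. *tnr-2*, a tetrahydroxynaphthalene reductase gene, had no read in wild-type hyphae and 2312 at the protoperithecial stage, at least 608-fold higher against a floor of 3 reads (lower counting limit 494), and had 0.0249 and 0.0267 times the wild-type level in the mutants. *tnr-1* rose 335-fold (154 to 913) and had 0.0741 and 0.0791 times. *mld-1* rose 233-fold from 2 reads (64.2 to 1928) and had 0.0198 (0.0105 to 0.0341) and 0.0182 times (0.00905 to 0.0328). *pkh-2*, a polyketide hydrolase gene, had 0.0418 and 0.0141 times, and *pkh-1*, another, 0.245 and 0.274 times. *scy-1*, the scytalone dehydratase gene, rose 13.6-fold (10.2 to 18.6) in the wild type. It had 0.549 times the wild-type level in the Δ*mak-1* mutant (0.491 to 0.613), which did not pass the threshold, and 0.199 times in the Δ*mak-2* mutant (0.168 to 0.234). Most of these genes were near 0 in vegetative hyphae of all 3 strains. The list comes from the study, which read it from the same libraries.

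**Figure D2:**
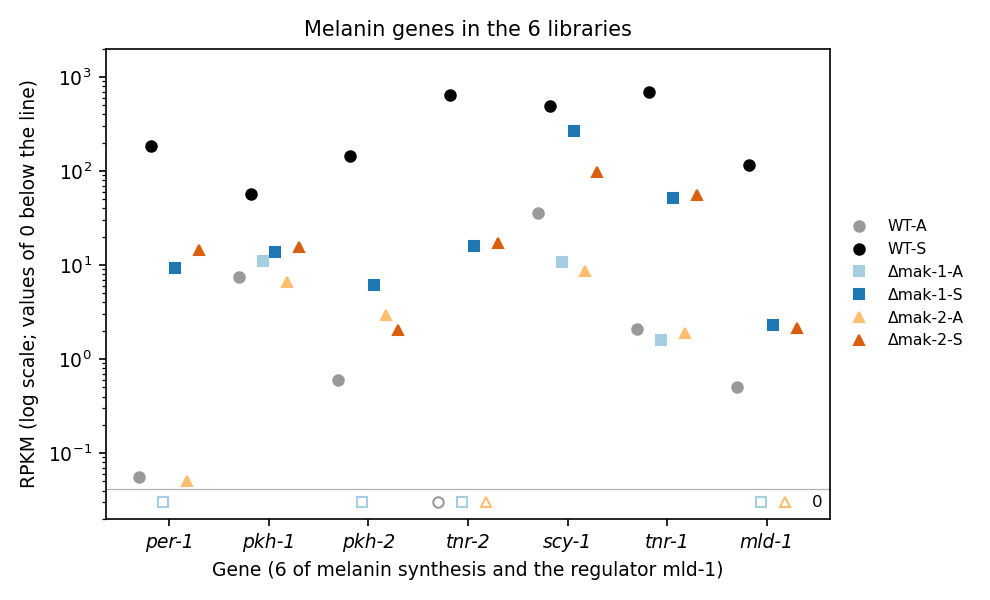
RPKM (log axis) of 6 melanin synthesis genes and *mld-1* in the 6 libraries, 1 library per point, with open symbols below the line for a value of 0. In the wild type every gene is highest at the protoperithecial stage, and *scy-1* is the gene whose Δ*mak-1* value lies nearest to the wild type there.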

To verify these results, *tnr-1*, *tnr-2*, *scy-1*, and *mld-1 genes*, which are involved in the last steps of melanin biosynthesis and its regulation (Carrillo et al., 2017; Ao et al., 2019), were selected for RT-qPCR analysis. As shown in Figure 3A, expression of these four genes was remarkably increased during protoperithecium formation and reached their peak at 5.5 days when protoperithecia became mature and darkened in the wild type. The expression levels of all these genes in both the Δ*mak*-*2* and Δ*mak*-*1* mutants were dramatically lower than those of wild type, verifying that MAK-2 and MAK-1 positively regulate these genes. Moreover, the transcriptional induction of *tnr-2*, *tnr-1*, and *scy-1* during protoperithecium development was dramatically lower in the Δ*mld*-*1* mutant than wild type (Figure 3A). Thus, the MLD-1 protein may function downstream of the MAK-1 and MAK-2 proteins in regulating the melanin synthesis genes.

**FIGURE 3:**
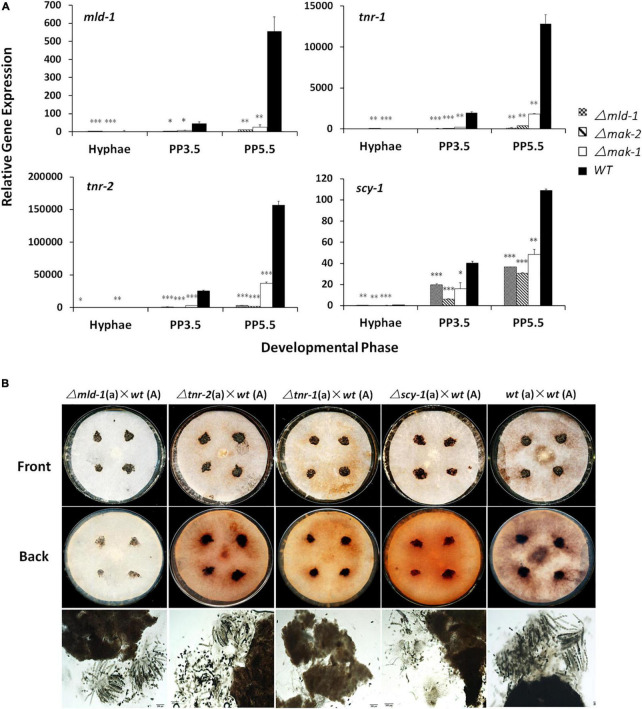
Melanin biosynthetic genes are involved in sexual development of *N*. *crassa*. **(A)** RT-qPCR analysis of *mld*-*1*, *tnr-2*, *tnr-1*, and *scy-1* genes. Hyphae: samples of *N. crassa* in vegetative growth stage; PP3.5: samples of *N. crassa* after 3.5 days of sexual development induction; PP5.5: samples of *N. crassa* after 5.5 days of sexual development induction. Relative gene expression in Δ*mld*-*1*, Δ*mak-1*, and Δ*mak-2* mutants vs. wild-type strain was calculated using 2^– ΔΔ*CT*^ method. All expression levels were normalized to expression of β-tubulin. Bars represent mean and standard error for three replicates. Analysis of variance statistically analyzed differences between mutants and wild type. Values with *P* < 0.001, 0.001 < *P* < 0.01, and 0.01 < *P* < 0.05 are marked with ^***^, ^**^, and *, respectively. **(B)** Perithecium and ascospores production in Δ*mld*-*1*, Δ*tnr-2*, Δ*tnr-1*, and Δ*scy* mutants. Δ*tnr-1* and Δ*scy* mutants cannot form mature asci. Mutants and wild type were used as female parent and first grown on solid crossing medium for 5.5 days under constant darkness at 25°C. Then, a wild-type strain with opposite mating type, as male parent, was inoculated on colony surface of female strains and incubated at 25°C for another 7 days under constant darkness. Perithecia and ascospores formation were checked and imaged.

Interestingly, compared with wild type, the transcript levels of *tnr-2, tnr-1*, *scy-1*, and/or *mld-1* were also lower in the asexual stage in the Δ*mld*-*1*, Δ*mak*-*2*, and Δ*mak*-*1* mutants (Figure 3A), indicating that the basal expression of melanin synthesis genes was also regulated by the MLD-1, MAK-1, and MAK-2 proteins.

The phenotypes of the knockout mutants of the four genes mentioned earlier were also analyzed. All Δ*tnr-2*, Δ*tnr-1*, Δ*scy-1*, and Δ*mld*-*1* mutants can form protoperithecia and perithecia as the female parent. However, the perithecia of the Δ*scy-1* and Δ*tnr-1* mutants were more fragile and easier to disintegrate in the smashing process, and the color of the smashed perithecia is slightly lighter, especially in the Δ*tnr-1* mutant, compared with the dark brown or black in the wild type (Figure 3B). Moreover, due to the secreted melanin, the filter papers covering the SC plates were dark brown after the perithecia of the wild-type strain as the female parent matures. In contrast, the filter papers were brown-orange of the deletion mutants of *tnr-2*, *tnr-1*, or *scy-1* after the perithecia formation or maturation and completely white of the Δ*mld*-*1* mutant, indicating abnormal melanin synthesis and secretion in these mutants during the crossing. More interestingly, we found that the Δ*mld*-*1* and Δ*tnr-2* mutants formed mature asci with eight ascospores, whereas the Δ*tnr-1* and Δ*scy-1* mutants did not. The Δ*tnr-1* mutant cannot detect any mature asci, whereas the Δ*scy-1* mutants can form very few and immature asci with ascospores (Figure 3B). These results indicate that the synthesis of the secreted melanin is not essential for perithecia formation and maturation, but some genes for melanin synthesis are critical for the development of perithecia, asci, and ascospores. Taken together, the melanin synthesis is required for the production of darkened sexual structures, and this process can be co-regulated by the MAK-1 and MAK-2 proteins.

### Mutant Phenotype Analysis of 275 Single-Gene Deletion Mutants of Genes That Were Co-regulated by the MAK-1 and MAK-2 Proteins

Among the 430 genes co-regulated by the MAK-1 and MAK-2 proteins (Figure 1), only 61 have been analyzed for their function in sexual development (Kim and Nelson, 2005; Nowrousian et al., 2007; Fu et al., 2011; Park et al., 2011; Chinnici et al., 2014; Carrillo et al., 2017; Fischer and Glass, 2019).

To do a systematic analysis of the roles played by the MAK-1 and MAK-2 proteins during sexual development, a total of 275 gene deletion mutants were evaluated for their ability to form protoperithecia and perithecia. 

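Of the 328 genes lowered in both mutants, those with a phenotype entry of the study had a median increase of 9.66-fold in the wild type and median ratios of 0.271 in the Δ*mak-1* mutant and 0.210 in the Δ*mak-2* mutant. The 183 of these entered as normal had median ratios of 0.280 and 0.210, and the 19 with altered formation of protoperithecia or perithecia, such as *rp-1*, *gh3-4* and *tcu-1*, had 0.222 and 0.219. The median increase in the wild type was 9.05-fold for the normal and 11.3-fold for the altered group. The middle ranges (25th to 75th percentile) of the ratio in the Δ*mak-1* mutant overlapped, at 0.150 to 0.387 and 0.148 to 0.337. On the raised side 65 genes carried such an entry, with median ratios of 3.71 and 3.92, and the 4 with altered formation, *oli*, *fpo-1*, *acw-5* and *eas*, had 5.57 and 5.88. No test of the difference between the groups was made. The 6 and 2 genes whose phenotype did not co-segregate with the deletion are in neither the normal nor the altered group, and neither are *tnr-1* and *tnr-2*, entered for the color of their perithecia. Entries that quote only other work were not counted, and *tcu-1*, *ahd-4* and *ods*, which give a phenotype and also quote a database, were.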

Two hundred seven of these genes were positively regulated, and 68 genes were negatively regulated by both the MAK-1 and MAK-2 proteins. Mutants of the remaining 94 genes are lethal and/or not available from FGSC. A total of 244 gene deletion mutants showed no defects in protoperithecium and perithecium formation (Supplementary Data 2), but 31 gene deletion mutants showed defects in protoperithecium or perithecium formation to varying degrees (Table 1 and Figure 4). Specifically, single-gene deletion mutants of 12 genes [NCU07743, NCU02250 (*oli*), NCU05948, NCU09782, NCU09248 (*tcf-27*), NCU04930 (*cea-6*), NCU04474 (*mol-1*), NCU00236 (*fpo-1*), NCU07776 (*acw-5*), NCU04923 (*gcy-1*), NCU04936 (*gld-1*), and NCU08457 (*eas*)] displayed female sterility, as no perithecium formed after mating (Table 1 and Figure 4A). Deletion mutants of NCU02209 (*ods*, fatty acid metabolism-4), NCU03422 [named as *reduced perithecia -1* (*rp-1*)], NCU04489 [named as *reduced perithecia -2* (*rp-2*)], NCU09199 (*ty-6*, tyrosinase-6), and NCU04952 (*gh3-4*, beta-D-glucoside glucohydrolase) produced less perithecia as compared with wild type (Table 1 and Figure 4B), and deletion mutants of NCU04496, NCU04949, NCU09976 (*ce12-1*, rhamnogalacturonan acetylesterase), NCU00830 (*tcu-1*, ctr copper transporter), NCU07053 (*ahd-4*, alhehyde dehydrogenase-4), and NCU09415 showed delayed formation of protoperithecia (Table 1).

**FIGURE 4:**
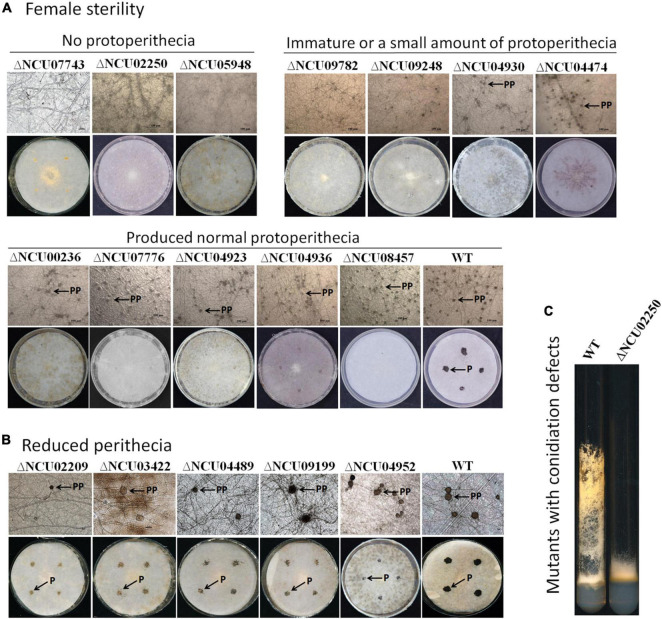
Morphological characteristics of mutants with defects in protoperithecium or perithecium formation. **(A)** Protoperithecium morphogenesis and female fertility. Deletion mutants for indicated genes were used as female parents and inoculated on SC medium covered with cellophane (for observing protoperithecium development) and filter paper (for observing perithecium development), respectively. Plates were incubated for 5.5 days under constant darkness at 25°C. Properithecium development was observed under microscope (40× objective). Then, wild-type strains with mating-type opposite to female strains were inoculated onto female parent colonies grown on plates covered with filter paper. After another 7 days at 25°C under constant darkness, perithecium formation was evaluated and imaged (whole plates). **(B)** Mutants produced fewer perithecia. Protoperithecia were exemplified by arrows with PP; perithecia were exemplified by arrows with P. **(C)** Characteristics of mutants with defects in aerial hyphae. Strains were grown in test tubes containing Vogel’s agar medium at 28°C with continuous light for 7 days.

However, the mutant phenotype of NCU09716, NCU05104, NCU01383, NCU03530, NCU05789, NCU05683, NCU08131, and NCU07180 did not co-segregate well with hygromycin resistance (Chinnici et al., 2014), indicating that additional genetic modifications are likely the cause of the observed deficiencies. Therefore, 12 mutants with female sterility phenotypes can be ascribed to a single gene deletion.

Among the 12 mutants that were female sterile, only deletion mutants for NCU07743, NCU02250 (*oli*), and NCU05948 did not form protoperithecium (Figure 4A, up panel). NCU02250 (*oli*) encodes an ATP synthase subunit ATP9, NCU07743 encodes a TauD domain-containing hypothetical protein, and NCU05948 encodes a hypothetical protein. Therefore, we named NCU07743 and NCU05948 as *protoperithecium formation defect -1* (*pfd-1*) and *pfd-2*, respectively. Interestingly, similar to the △*mak*-*2* and Δ*mak-1* mutants, deletion of NCU02250 led to short aerial hyphae (Figure 4C and Supplementary Figure 1A), suggesting a functional association between the gene NCU02250 and the MAK-1 and MAK-2 kinases.

The remaining nine mutants among the 12 female sterile mutants produced protoperithecia. Deletion mutants of NCU09782, NCU09248 (*tcf-27*), NCU04930 (*cea-6*), and NCU04474 (*mol-1*) produced less protoperithecia (Figure 4A, middle panel), whereas mutants of NCU00236 (*fpo-1*), NCU07776 (*acw-5*), NCU04923 (*gcy-1*), NCU04936 (*gld-1*), and NCU08457 (*eas*) produced a normal amount of protoperithecia (Figure 4A, last panel). These mutants may have defects in protoperithecial maturation, mating, and/or perithecium development, leading to no perithecium formation. Thus, the MAK-1 and MAK-2 proteins can regulate protoperithecial abundance and/or maturation, mating and/or perithecium development.

### Cross-Talk Between MAK-1 and MAK-2 During Sexual Development

As described earlier, our RNA-seq data revealed a large regulatory overlap between MAK-1 and MAK-2, suggesting cross-talk between these two pathways. All three genes in the PR-MAP kinase pathway (*nrc-1*, *mek-2*, and *mak-2*) have increased transcription during protoperithecium development. Specifically, transcription of the *mak-2* gene increased by 7.6-fold in protoperithecia compared with vegetative hyphae (Table 2). 

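*nrc-1* (NCU06182), the MAPKKK gene of the PR pathway, went from 15.5 RPKM in wild-type hyphae to 45.1 RPKM at the protoperithecial stage, a 2.90-fold increase (2.35 to 3.62). *mek-2* (NCU04612), the MAPKK gene, went from 16.8 to 71.0 RPKM, a 4.23-fold increase (3.48 to 5.19). With scaling by the median of ratios *mek-2* kept a 2.42-fold increase, and *nrc-1* with 1.66-fold no longer passed 2-fold.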

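*mak-2* had 189 reads in wild-type hyphae and 2059 at the protoperithecial stage, a ratio of 8.59 (7.40 to 10.0). It rose more than *nrc-1* and *mek-2* of the same pathway, and its counting interval lies above theirs. With the 3 other scalings the ratio of *mak-2* lay between 4.88 (upper quartile) and 5.83 (β-tubulin).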

For the CWI-MAP kinase pathway, only one gene was upregulated during protoperithecium development. 

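In the wild type, *mak-1* (NCU09842) had 255 reads in vegetative hyphae and 1137 at the protoperithecial stage, a ratio of 3.51 (3.07 to 4.04). With scaling by the median of ratios or the upper quartile this became 2.01 and 2.00, and with the upper quartile *mak-1* no longer passed 2-fold. *mek-1* (NCU06419), the MAPKK gene of the CWI pathway, had a ratio of 1.33 (1.10 to 1.60), which turned to 0.756 and 0.753 with scaling by the median of ratios and the upper quartile and also fell below 1 with β-tubulin. *mik-1* (NCU02234), the MAPKKK gene, had 9 and 42 reads, a ratio of 3.68 (1.77 to 8.60), and was not called because it stayed below 10 RPKM in both libraries.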

The transcription of the *mak-1* gene in protoperithecia was 2.5-fold greater than in vegetative hyphae (Table 2). Deletion of *mak-2* did not affect the transcription of genes in the CWI-MAP kinase pathway. However, the deletion of *mak-1* affected the expression of the *nrc-1* and *mak-2* genes in the PR-MAP kinase pathway, whose transcript levels after 3.5 days of protoperithecium development induction were only 63 and 52% of that in wild type, respectively (Table 2). These results indicate that the transcriptional response of genes in the PR-MAP kinase pathway to sexual development signal may be regulated by MAK-1.

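In the Δ*mak-2* mutant at the protoperithecial stage, no CWI pathway gene passed the thresholds. *mak-1* had 1.41 times the wild-type level (1.31 to 1.52), *mek-1* 0.944 times (0.803 to 1.11) and *mik-1* 0.886 times (0.556 to 1.41). In vegetative hyphae of this mutant *mak-1* had 0.951 times (0.798 to 1.13), which turned to 1.13 with scaling by β-tubulin, and *mek-1* 0.623 times (0.493 to 0.785) the wild-type level. In the PR pathway itself, *nrc-1* was lowered to 0.431 times (0.360 to 0.515) at the protoperithecial stage, and *mek-2* had 0.765 times (0.680 to 0.861).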

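In the Δ*mak-1* mutant at the protoperithecial stage, *mak-2* had 1184 reads and 0.517 times the wild-type level (0.481 to 0.556), *nrc-1* 0.631 times (0.541 to 0.736) and *mek-2* 0.782 times (0.698 to 0.877). These ratios did not pass the threshold for a lowered gene, except that *mak-2* did with scaling by the median of ratios (0.481). In vegetative hyphae of the same mutant, *mak-2* had 1.53 times (1.28 to 1.84), *nrc-1* 1.66 times (1.32 to 2.10) and *mek-2* 1.63 times (1.31 to 2.04) the wild-type level, and with scaling by the median of ratios these ratios are lower by 0.39 on the log2 scale. *mek-1* of the CWI pathway was raised in the Δ*mak-1* mutant, from 311 reads in the wild type to 2737, or 7.92 times (7.04 to 8.93). Counting intervals do not include differences between cultures.

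**Figure D3:**
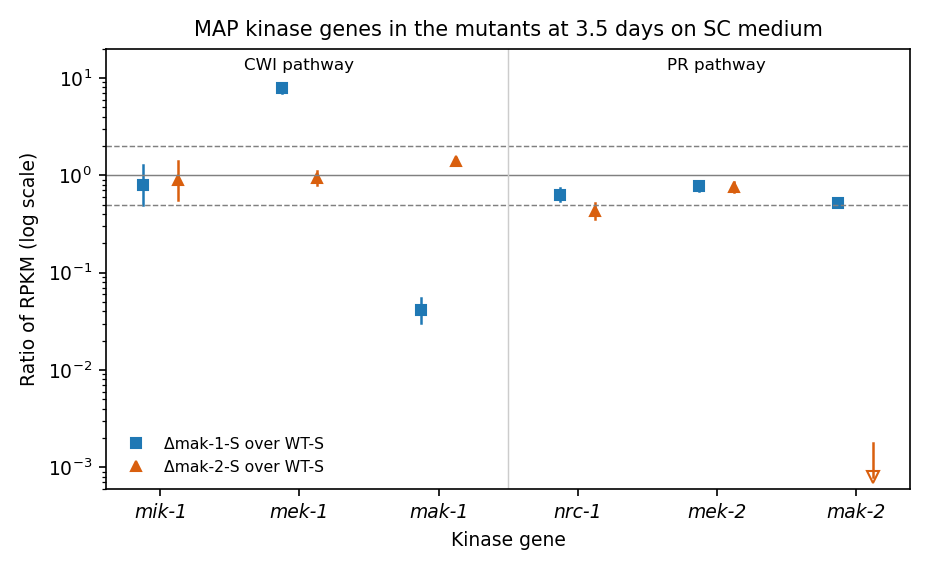
Ratio to the wild type at the protoperithecial stage (log axis) of 6 MAP kinase pathway genes in either mutant, each point from 1 library per condition and bars giving the 95% counting interval, with an open arrow where the value is 0 and only an upper limit is known. *mek-1* in the Δ*mak-1* mutant lies far above 1, and *nrc-1* lies below 1 in both mutants.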

**TABLE 2:** Transcriptional responses to sexual development induction for 3.5 days by the genes in MAP kinase signal pathway.

Pathway	Kinase	Gene	Locus	Δmak2-A RPKM	Δmak2-S RPKM	Δmak1-A RPKM	Δmak1-S RPKM	WT-A RPKM	WT-S RPKM	WT-S/WT-A	Δmak2-S/WT-S	Δmak1-S/WT-S
CWI	MAPKKK	*mik-1*	NCU02234	1.37	2.11	1.89	1.89	0.64	2.38	3.72	0.89	0.79
	MAPKK	*mek-1*	NCU06419	26.14	52.48	238.37	440.22	41.94	55.58	1.33	0.94	7.92
	MAPK	*mak-1*	NCU09842	39.97	208.48	0	0	42.05	147.83	3.52	1.41	–
PR	MAPKKK	*nrc-1*	NCU06182	14.87	19.44	25.81	28.50	15.54	45.13	2.90	0.43	0.63
	MAPKK	*mek-2*	NCU04612	13.96	54.30	27.26	55.52	16.76	70.98	4.24	0.77	0.78
	MAPK	*mak-2*	NCU02393	0	0	104.56	303.08	68.20	585.69	8.59	–	0.52

*WT, wild type; Δmak2, the mak-2 deletion mutant; Δmak1, the mak-1 deletion mutant; -A, samples of N. crassa in vegetative growth stage; -S, samples of N. crassa after 3.5 days of sexual development induction. Locus numbers and function were annotated according to the N. crassa genome assembly (http://fungidb.org/fungidb/). RPKM, Reads Per Kilobase of exon model per Million mapped reads.*

We next examined the protein levels and the phosphorylation status of the MAK-1 and MAK-2 proteins in all the deletion mutants of kinases (except for *mik*-*1*) belonging to the PR and CWI pathways by Western blotting. In wild-type cells, both the MAK-1 protein and phosphorylated MAK-1 were undetectable in vegetative hyphae but were strongly detected at both 3.5 and 5.5 days after protoperithecium induction (Figure 5). Neither the MAK-1 protein nor phosphorylated MAK-1 was detected in any of the tested MAPK deletion mutants. The MAK-2 protein was detected in both wild-type and mutant (except the Δ*mak-2* mutant) cells at roughly equivalent levels in both vegetative hyphae and protoperithecia. Notably, we observed a slight reduction in the amount of MAK-2 protein in the Δ*mak-1* mutant protoperithecia, which is consistent with our RNA-seq results (Table 2). Phosphorylated MAK-2 was strongly detected in wild-type hyphae and at 3.5 days after protoperithecium induction but was barely detectable at 5.5 days after protoperithecium induction (Figure 5). In contrast, phosphorylated MAK-2 was detected at equivalent levels at every developmental stage in the CWI-MAPK pathway mutants (Figure 5). Phosphorylated MAK-2 was not detected in any of the PR-MAPK pathway mutants.

**FIGURE 5:**
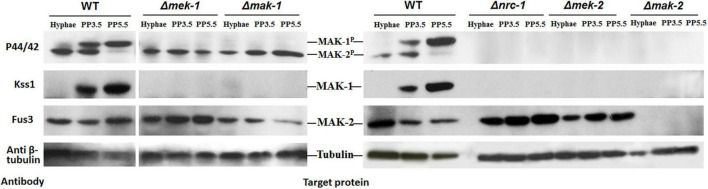
Total protein and phosphorylation status of MAK-1 and MAK-2 in deletion mutants of kinases belonging to PR- and CWI-MAP kinase pathways during protoperithecium morphogenesis. Total protein levels of MAK-1 and MAK-2 were detected by Western blot analysis with antibody Kss1 and Fus3 (Santa Cruz), respectively. Phosphorylation status of MAK-1 and MAK-2 were detected by phospho-p44/42 MAPK antibody (Cell signaling). β-Tubulin was also detected as loading control. Hyphae: samples of *N. crassa* in vegetative growth stage; PP3.5: samples of *N. crassa* after 3.5 days of sexual development induction; PP5.5: samples of *N. crassa* after 5.5 days of sexual development induction.

## Discussion

Sexual development is a complicated process of morphogenesis involving many developmental stages. Here, using comparative transcriptomics as a tool, the regulatory roles and relationships of the PR- and CWI-MAP kinase pathways during protoperithecium development in *N. crassa* were investigated. The transcript levels of all genes in the PR-MAP kinase pathway and *mak-1* gene in the CWI-MAP kinase pathway increased during protoperithecium development, further proving their important roles in sexual development. Also, among the genes whose expression is changed during protoperithecium development, 553 and 699 genes were affected by the deletion of MAP kinase genes *mak*-*1* and *mak*-*2*, respectively. 

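Many genes that rose in the wild type were not lowered in the mutants at the protoperithecial stage. *cbh-1* had 0.678 times the wild-type level in the Δ*mak-1* mutant (0.667 to 0.689) and 1.31 times in the Δ*mak-2* mutant (1.29 to 1.33), and *gh6-2* had 0.591 and 0.756 times. Of the genes of cellulose and xylan breakdown increased in the wild type, 2 were lowered in the Δ*mak-1* mutant, *cdh-1* (cellobiose dehydrogenase) at 0.396 times (0.365 to 0.430) and *gh61-4* at 0.433 times (0.414 to 0.454), and none in the Δ*mak-2* mutant. The median ratio of the 17 genes of this list was 0.697 in the Δ*mak-1* mutant (percentile 0.825 of matched random lists). In the Δ*mak-2* mutant it was 0.844 (percentile 7.38). The list as a whole thus lay lower in the Δ*mak-1* mutant, although few of its genes passed 2-fold. The increase of this list in the wild type came with a change of sugar and surface as well as of stage. None of the 41 genes of ribosome biogenesis was lowered in either mutant, but in vegetative hyphae of the Δ*mak-1* mutant their median was already 1.98 times the wild-type level. Between stages their median ratio was 4.19 in the wild type, 2.08 in the Δ*mak-1* mutant and 3.30 in the Δ*mak-2* mutant, and with scaling by the median of ratios 2.39, 1.45 and 1.96, while with β-tubulin that of the Δ*mak-2* mutant was the lowest. Between the mutant's own vegetative and protoperithecial libraries, 51.8% of the genes increased in the wild type were increased in the Δ*mak-1* mutant and 65.4% in the Δ*mak-2* mutant. Lowered and raised genes together came to 571 in the Δ*mak-1* mutant and 722 in the Δ*mak-2* mutant.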

Surprisingly, a total of 430 genes were co-regulated by the MAK-1 and MAK-2 proteins (Figure 1). Thus, protoperithecium formation is regulated by the MAK-1 and MAK-2 proteins. Together with the results of Western blotting, the cross-talk between the MAK-1 and MAK-2 proteins during protoperithecium development was confirmed.

Mutants in different MAP kinase pathways show distinct phenotypes in colony morphology, stress sensitivity, conidiation, and sexual development (Maerz et al., 2008). For sexual development, as revealed by detailed phenotypic analysis, mutants of the MAP kinases were defective at different stages of protoperithecial morphogenesis (Maerz et al., 2008; Lichius et al., 2012). For example, extracellular matrix deposition, hyphal adhesion, and protoperithecium differentiation were absent from mutants of the CWI-MAP kinase pathway, whereas only protoperithecium differentiation and trichogyne emergence were defective in mutants of the PR-MAP kinase pathway (Lichius et al., 2012). All these may suggest that these pathways possess different regulatory mechanisms on protoperithecium development. However, as revealed by our genome-wide transcriptional analysis, 430 genes were co-regulated by the MAK-1 and MAK-2 proteins during early protoperithecium formation, which accounts for 77.8% of the MAK-1 regulated genes and 61.5% of the MAK-2 regulated genes. This means that the regulation of protoperithecium formation by the PR- and CWI-MAP kinase pathways may be similar. This is evidenced by the result that both the Δ*mak*-*1* and Δ*mak*-*2* mutants can form disorganized ascogonial coil and enveloping hyphae during protoperithecium formation (Lichius et al., 2012). 

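The 445 genes affected in both mutants were 77.9% of the genes affected in the Δ*mak-1* mutant and 61.6% of those affected in the Δ*mak-2* mutant. Among the 328 lowered in both, 4 belong to starch and sucrose metabolism, where random draws from the genes increased in the wild type, matched on RPKM at the protoperithecial stage, gave a mean of 0.957 and 93 of 10000 draws gave at least as many. For sporocarp development the count was 5 against a mean of 4.03. None of the 32 ribosome biogenesis genes and none of the 18 proteasome genes increased in the wild type was lowered in both, where the draws gave means of 3.27 and 3.08. The 328 genes lowered in both are the same as the 328 positively regulated genes that Supplementary Data 2 lists.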

The phenotypic difference between the Δ*mak*-*1* and Δ*mak*-*2* mutants may be explained by the difference in regulated genes, as there were still 123 (84 + 39) genes and 269 (221 + 48) genes that were specifically affected by *mak-1* and *mak-2* deletion, respectively (Figure 1). Analysis of these specifically regulated genes may contribute to a more detailed and comprehensive understanding of the molecular mechanism for protoperithecium development under the regulation of these two pathways.

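Several genes moved in opposite directions in the 2 mutants at the protoperithecial stage. NCU05788 had 2.90 times the wild-type level in the Δ*mak-1* mutant (2.68 to 3.15) and 0.00723 times in the Δ*mak-2* mutant (0.00265 to 0.0158). NCU08129 had 2.35 times (2.27 to 2.44) and 0.00949 times (0.00683 to 0.0129), and NCU02919 4.62 times (3.78 to 5.69) and, from 1 read, 0.00851 times (0.000214 to 0.0484). Among genes that fell in the wild type, NCU08229 had 15.8 times (14.6 to 17.2) in the Δ*mak-1* mutant and 1.88 times in the Δ*mak-2* mutant. *mig-4*, with 5 reads in the wild type, had 1.26 times (0.344 to 5.03) and 19.2 times (7.95 to 60.4).

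Of the 84 genes lowered in the Δ*mak-1* mutant only, 74 (88.1%) were also below the wild type in the Δ*mak-2* mutant, with a median over the 84 of 0.642. Of the 221 genes lowered in the Δ*mak-2* mutant only, 169 (76.5%) were below the wild type in the Δ*mak-1* mutant, with a median over the 221 of 0.712. The shared wild-type library alone can give shares of this size. Simulated unchanged mutants had medians of 87.5% and 87.6% with an extra coefficient of variation of 0.2 and 75.1% and 74.9% with 0.4. Neither setting gave the observed numbers of genes, with medians of 56 and 58 at 0.2 and 342 and 344 at 0.4. The counting interval of the ratio between the 2 mutants excluded 1 for 62 of the 84 and 186 of the 221 genes. These genes were chosen for passing the threshold in 1 mutant only, in the same libraries, which favours such a difference. The counts are therefore not independent evidence of genes specific to 1 mutant, and the interval covers counting error only. On the raised side, 42 genes passed the threshold in the Δ*mak-1* mutant only and 56 in the Δ*mak-2* mutant only.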

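Among genes that rose in the wild type, NCU05683 had 0.0396 times (0.0293 to 0.0524) the wild-type level in the Δ*mak-1* mutant and 0.166 times (0.142 to 0.193) in the Δ*mak-2* mutant at the protoperithecial stage. *gh16-6*, a glycoside hydrolase gene, had 0.350 times (0.323 to 0.379) and 0.0288 times (0.0221 to 0.0368), and NCU09716 had 0.317 and 0.186 times. Among genes that fell, *gh13-1*, another glycoside hydrolase gene, had 3.45 and 3.13 times, and *acw-6*, which encodes an anchored cell wall protein, 2.21 and 2.17 times. Of all genes affected in both mutants, 73.7% were on the lowered side with RPKM as deposited. The share was 64.4% with scaling by the median of ratios (295 lowered, 163 raised), 60.5% with scaling by the upper quartile (274 lowered) and 64.7% with scaling by β-tubulin (286 lowered, 156 raised).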

A set of genes are co-regulated by the MAK-1 and MAK-2 proteins, and a large proportion (328 of 430) of these genes are positively regulated by both the MAK-1 and MAK-2 proteins, indicating both kinases mainly exert positive roles in regulating sexual development. This is consistent with the phenotypes of their deletion mutants. Among these genes, many genes are required for sexual development, including previously reported genes (*poi-2*, *stk-17*, *fsd-1*, *vsd-8*, and NCU03863), melanin synthesis genes (*per-1*, *pkh-1*, *pkh-2*, *trn-1*, *trn-2*, *scy-1*, and *mld-1*), and our newly identified 23 genes that are crucial for protoperithecium and perithecium development. 

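Of the 23 genes found in the study, 19 rose in the wild type (17 with scaling by the median of ratios) and were lowered in both mutants, with a median increase over the 23 of 9.85-fold. *rp-1* rose 87.4-fold from 6 reads (39.9 to 239) and had 0.0704 times (0.0520 to 0.0934) the wild-type level in the Δ*mak-1* mutant and 0.109 times (0.0845 to 0.139) in the Δ*mak-2* mutant. *tcu-1*, a copper transporter gene, rose 788-fold (492 to 1353) and had 0.265 and 0.294 times. *dfp-1* had 0.106 times (0.0835 to 0.134) and 0.0286 times (0.0174 to 0.0445), and *ty-6* 0.396 times (0.361 to 0.433) and 0.0709 times (0.0581 to 0.0859). *mol-1* rose 2.72-fold, which became 1.55-fold with scaling by the median of ratios, and had 0.378 and 0.369 times. The increase of *gcy-1*, 3.11-fold, became 1.77-fold with that scaling.

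The other 4 genes fell in the wild type and were raised in both mutants. *eas*, which encodes the rodlet protein of conidia, had 10.8 times (9.13 to 12.8) the wild-type level in the Δ*mak-1* mutant and 104 times (89.1 to 123) in the Δ*mak-2* mutant. *fpo-1*, a flavoprotein oxygenase gene, had 7.41 times (6.43 to 8.58) and 8.26 times (7.17 to 9.56), *acw-5* 4.19 and 4.17 times, and *oli*, the gene of an ATP synthase subunit, 3.03 and 4.19 times. The study chose these genes from the same libraries, so the counts are not independent evidence of their direction.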

The defects in sexual development varied among deletion mutants of these genes. Some were defective in the formation of protoperithecia, whereas some were abnormal in the abundance of protoperithecia, pigmentation, maturation, or mating of protoperithecia, or the timing and abundance of perithecia (Table 1). Thus, the MAK-1 and MAK-2 proteins may regulate different stages of sexual development through different genes, as described earlier. More interestingly, the deletion of NCU02250 led to short aerial hyphae and no protoperithecium formation. Taken together, the MAK-1 and MAK-2 proteins positively regulate sexual development through a set of genes with different functions in protoperithecium and perithecium development.

It is unclear how these genes are co-regulated by the MAK-1 and MAK-2 proteins during protoperithecium development. ADV-1 and PP-1 are the known transcription factors downstream of these two pathways and co-regulate the expression of genes involved in cell wall integrity and cell–cell fusion (Fischer et al., 2018). However, only a small portion of the 430 co-regulated genes would be directly regulated by ADV-1 and PP-1 (Supplementary Data 2). 

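*tcf-27* (NCU09248), a transcription factor gene, went from 67 reads in wild-type hyphae to 303 at the protoperithecial stage, a 3.56-fold increase (2.73 to 4.72) that stayed above 2-fold (2.03) with scaling by the median of ratios. It had 0.434 times the wild-type level in the Δ*mak-1* mutant (0.353 to 0.530) and 0.284 times in the Δ*mak-2* mutant (0.222 to 0.362). *fsd-1* (NCU09915) had 1368 reads in the wild type, 637 in the Δ*mak-1* mutant and 230 in the Δ*mak-2* mutant. In vegetative hyphae *fsd-1* was already lowered in the Δ*mak-2* mutant, at 0.189 times the wild-type level (0.145 to 0.242), and had 0.970 times in the Δ*mak-1* mutant (0.843 to 1.12). *vsd-8* (NCU06140) had 58 reads in the wild type, 10 in the Δ*mak-1* mutant and 14 in the Δ*mak-2* mutant.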

Notably, three transcription factor encoding genes (*fsd-1*, *vsd-8*, and *tcf-27*), which were crucial for protoperithecium development, were found to be regulated by both the MAK-1 and MAK-2 proteins. Deletion of these genes resulted in no or reduced protoperithecium formation. These transcription factors may function downstream of the MAK-1 and MAK-2 signaling pathways involved in the regulation of sexual development. However, no putative phosphorylation sites of MAP kinase were found or predicted in these proteins, indicating they are not the direct target of the MAK-1 and MAK-2 proteins (Jonkers et al., 2014). This is evidenced by the result that *vsd-8* is directly regulated by both ADV-1 and PP-1 (Fischer et al., 2018). However, the direct regulator of *fsd-1* and *tcf-27* is unclear. Thus, in addition to ADV-1 and PP-1, it is possible that at least one transcription factor downstream of the MAK-1 and MAK-2 proteins regulates sexual development through *fsd-1* and *tcf-27*.

The cross-talk between the MAK-1 and MAK-2 proteins is well known in hyphal growth and cell–cell fusion (Fischer and Glass, 2019). Our study extended this cross-talk to the field of sexual development. We found that, during protoperithecium formation, the protein level and phosphorylation status of MAK-1 is dependent on the PR-MAP kinase pathway, whereas the transcriptional and protein level of *mak-2* gene is dependent on the MAK-1 protein. The most interesting thing is that both phosphorylated and total MAK-1 proteins were undetected in all deletion mutants of kinases belonging to the PR-MAP kinase pathway (the Δ*nrc*-*1*, Δ*mek*-*2*, and Δ*mak*-*2* mutants) during protoperithecium development. This is similar to the result of Kamei et al. (2016), in which the phosphorylation of MAK-1 was undetected in the Δ*mak-2* mutant from conidial germination to hyphal development. Recent studies showed that proper fruiting body development in *N*. *crassa* was dependent on the MAK-2-phosphorylated N-terminus of MOB-3, a member protein of the STRIPAK complex, which impacts the nuclear accumulation of MAK-1 (Dettmann et al., 2013). There are also several other proteins HAM-9, HAM-10, AMPH-1, and WHI-2, which affect the activation status of the MAK-1 and MAK-2 proteins during vegetative growth or cell fusion (Fu et al., 2014). Thus, in this study, the abundance and phosphorylation of MAK-1 in a PR-MAP kinase pathway-dependent manner during protoperithecium development may be regulated through a coordinated and complex mechanism, which needs further investigation. Taken together, our study provides an example of functional cross-talk between the PR-MAP kinase pathway and the CWI-MAP kinase pathway during the development of protoperithecia and perithecia.

In summary, this study conducted an in-depth analysis of protoperithecium development by comparative transcriptomics and identified 12 new genes that are essential for female fertility in *N. crassa*. At the same time, the genetic basis and cross-talk between the PR-MAP kinase pathway and the CWI-MAP kinase pathway were revealed, and their downstream gene regulatory networks were elucidated. Our findings shed light on a comprehensive understanding of the genetic basis of the sexual development in *Neurospora* species.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/GSE184024.

## Author Contributions

SL and XS designed the study. NL, SY, and WX performed the main experiments. XS, NL, CH, ZC, JH, and SL contributed to the data analysis and the data interpretation. NL, XS, CH, and SL wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

JH is employed by Shandong Jinniu Group Company, Ltd., Jinan, China. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
www.fgsc.net

2
http://www.fgsc.net/NeurosporaGenomeProject/Sfree/FreeCosegData.htm

# Supplementary material for: Coordinated Regulation of Protoperithecium Development by MAP Kinases MAK-1 and MAK-2 in Neurospora crassa
**Source:** Front Microbiol. 2021 Nov 26;12:769615. doi: 10.3389/fmicb.2021.769615
**Supplement:** Supplementary file 1

**Supplementary Figure S1**

**
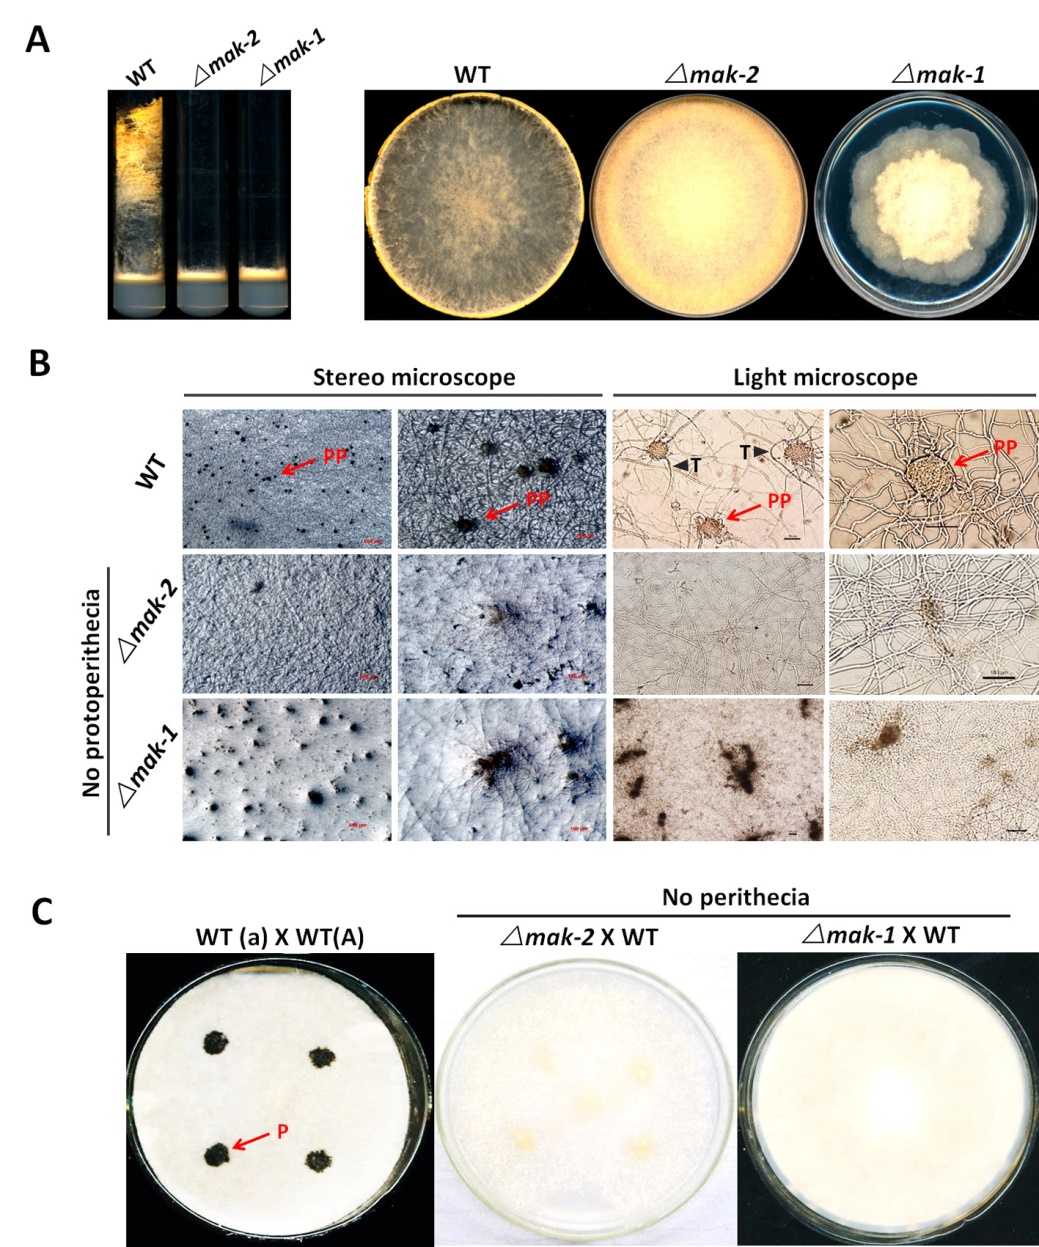
**

**Figure S1.** Morphological characteristics of the *∆mak-1* and *∆mak-2* mutants. A. Asexual colony characteristics of wild type (WT), the *∆mak-1* and *∆mak-2* mutants on solid Vogel’s medium. Strains were grown in test tubes containing Vogel’s agar medium and on Vogel’s plates at 28 ºC with continuous light for 7 days and 5 days, respectively. B. Protoperithecium formation of wild type (WT), the *∆mak-1* and *∆mak-2* mutants. Three microliters of fresh conidial suspension were inoculated on cellophane covered on 0.025 SC medium with 2% sucrose and cultured at 25°C for 7.5 days under constant darkness, and then protoperithecium formation was observed and imaged under stereo and light microscope. Normal protoperithecium were exemplified by arrows labelled with PP, trichogyne were exemplified by triangle labelled with T. C. Perithecium formation detected by crossing test. The mutants and wild type were used as female parent and first grown on solid crossing medium for 5.5 days under constant darkness at 25 ºC. Then a wild-type strain with the opposite mating type, as the male parent, was inoculated on the colony surface and incubated at 25 ºC for another 7 days under constant darkness. Normal perithecia were exemplified by arrows labelled with P.

How the deposited data were processed for this re-analysis (not part of the article)

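RNA was sequenced from the wild type of *N. crassa* and from mutants lacking *mak-1* or *mak-2*, each at 2 stages, vegetative hyphae (22 h in liquid medium at 28°C) and protoperithecia (3.5 days on SC medium at 25°C in the dark), which gives 6 libraries. The RNA of 3 repeats was mixed before sequencing, so there is 1 library per condition. Reads were single-end, and the submitters' processing notes name CASAVA 1.8. The aligner, the counting tool and the genome build used for counting are not given in the sources used here. The authors deposited RPKM values, that is reads divided by the length of the exon model and by the mapped reads of the library, as the file header gives them. The deposited ratio columns are quotients of these values and were not used.

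The deposited table has 9872 entries, 9808 of them with an NCU locus. Of these entries, 639 were at 0 in all libraries and 320 above 0 in 1 library. Reads were recovered for the other 8913 entries from the common step of the values of each gene, with whole reads accepted within a relative tolerance of 1e-09 or an absolute tolerance of 1e-06. On a simulated table the recovery gave all reads exactly for 98.4% of 9134 entries and the mapped reads exactly for 6 of 6 libraries. The recovered lengths were multiples of 3 for 85.3% of genes, so the exon model is read here as the coding sequence. Names and neighbours came from the RefSeq annotation of assembly NC12, to which 8976 entries were matched by locus tag and 185 by an old locus tag, while 711 were not matched. *mak-1* carries an old locus tag in the deposited table, and *mfa-1* was not matched.

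There were 5 comparisons, the wild type between stages and each mutant with the wild type at each stage. A gene was called changed where the ratio was above 2 or below 0.5 and RPKM was above 10 in at least 1 of the libraries compared. For genes lowered or raised in a mutant within the wild-type response, the RPKM minimum was applied to the wild-type comparison. A value of 0 was set against a floor of 3 reads where a bound is given. Intervals are exact 95% intervals of the ratio of 2 read counts. With 1 library per condition no test against the spread between cultures is possible. In simulated libraries at the depth of the protoperithecial stage, with counting error as the only noise, 100 of 100 genes with a 4-fold decrease were called, 8 of 100 with a 1.5-fold decrease, and 0.173% of the unchanged genes, and the intervals held the true ratio for 95.4% of genes.

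The lists cover melanin synthesis, known and newly found sexual development genes, genes whose mutants did not co-segregate, the kinases of the PR, CWI and OS pathways, their transcription factors, cell fusion, mating type and pheromone, light response, conidiation, cellulose and xylan breakdown, nitrate assimilation, the glyoxylate cycle, cell wall synthesis, and KEGG and GO groups. Each list median was compared with 10000 random lists matched in 20 bins of mean expression. The overlap of the mutants was set beside that of independent lists and beside 200 simulations of unchanged mutants with an extra coefficient of variation of 0, 0.2 or 0.4. Annotation counts used 10000 random draws from the genes increased, or decreased, in the wild type, matched in 10 bins of RPKM in the wild-type library where these genes are higher. The plan named mean expression, and matching on the mean of the 2 wild-type libraries was added as an alternative.

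Genes named in the text are those of the lists, those the paper names (whose values in the paper's tables had been seen), the 10 largest increases and decreases in the wild type with at least 50 reads in the higher library, the 10 genes lowered most and the 10 raised most in both mutants, the 5 highest and 5 lowest ratios of each mutant at each stage, and the 5 genes with the largest difference between the mutants. Other genes, namely neighbours of the deleted genes and of one another, were chosen after their values were seen.

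The alternatives were 3 scalings between libraries (median of ratios, upper quartile, β-tubulin), fold thresholds of 1.5 and 3, an RPKM minimum of 1 or 20 or of 10 in any library, 1 RPKM added to every value, genes at 0 in the denominator left out, NCU loci only, the whole counting interval beyond the threshold, another background for annotation, unmatched random lists, and at most 1 gene between neighbours. An RPKM minimum in the mutant comparison as well was added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. RT-qPCR, Western blots and phenotypes were not analysed here.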

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

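The tests of the scaling behind the excess of increased genes, of the shared wild-type library, of light on the plates and of reads shared between MAPKK genes were chosen after the results were seen.

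The paper's text does not discuss the RNA-seq of the mutants in vegetative hyphae, or genes that did not change in the wild type, and both held many changed genes. In vegetative hyphae 983 genes were raised and 360 lowered in the Δ*mak-1* mutant, and 357 were raised and 315 lowered in the Δ*mak-2* mutant. At the protoperithecial stage, outside the genes changed in the wild type, 411 were raised and 82 lowered in the Δ*mak-1* mutant, and 280 were raised and 92 lowered in the Δ*mak-2* mutant. The split in vegetative hyphae depends on the scaling, since raised genes were 73.2% of the changed genes in the Δ*mak-1* mutant with RPKM as deposited, 41.5% with the median of ratios, 41.1% with the upper quartile and 27.9% with β-tubulin. For the Δ*mak-2* mutant these shares were 53.1%, 45.2%, 41.0% and 76.0%.

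Single genes also stood out in values that the paper's text does not discuss. NCU09843, next to *mak-1* on the assembly, had 363 times the wild-type level in vegetative hyphae of the Δ*mak-1* mutant (191 to 794) and 11.2 times at the protoperithecial stage. In the Δ*mak-2* mutant NCU09843 had 1.51 and 2.09 times the wild-type level at these stages. NCU07748 had 109 times the wild-type level at the protoperithecial stage in the Δ*mak-1* mutant and 64.8 times in the Δ*mak-2* mutant. *eas* had 66.9 times the wild-type level in vegetative hyphae of the Δ*mak-2* mutant (63.5 to 70.6).

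Some genes changed in opposite directions at the 2 stages. In the Δ*mak-1* mutant 57 genes were lowered in vegetative hyphae and raised at the protoperithecial stage, and 41 the reverse. In the Δ*mak-2* mutant these counts were 44 and 28. *con-10* had 0.0348 times the wild-type level in vegetative hyphae of the Δ*mak-1* mutant (0.0138 to 0.0733) and *con-6* 0.0628 times (0.0280 to 0.124), and both were raised in that mutant at the protoperithecial stage. The difference between the stages was not tested.

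More genes increased than decreased in the wild type, 4.50 for each decreased gene with RPKM as deposited, but 1.06 with the median of ratios, no more with the upper quartile, and 1.73 with β-tubulin. The tables argue against the lower depth of the vegetative library, since thinning the protoperithecial library to its reads gave a ratio of 4.57, and against gene length, since the median log2 ratio of genes up to 891 bases and of genes from 1941 bases differed by 0.06. With the 100 most abundant genes of each library left out the ratio was 2.25, which like that with β-tubulin lies between the bounds set for and against, so a few abundant genes, the scaling and a wide change in expression cannot be told apart, and the median of ratios and the upper quartile, which centre the libraries, would remove a wide change as well. Medium, surface and temperature changed together with the stage, light may have as well, and all of these stay open. The mutants, which the paper describes as unable to produce fertilizable protoperithecia, showed an excess as deposited (3.44 in the Δ*mak-1* mutant, 4.40 in the Δ*mak-2* mutant). With β-tubulin, however, these were 3.82 and 0.895, and with the median of ratios 1.17 and 0.982. A change of the stage itself stays open as well.

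Genes of the light response and several conidiation genes were raised in both mutants at the protoperithecial stage. The tables argue against the scaling, under which the median log2 ratio of the 25 genes stayed at 2.36 or above. A low value in the single wild-type library and an effect of both kinases cannot be told apart, since mutants that differ by a median of 0.43 on the log2 scale are what either would give, and between the mutants' own stages these genes had a median log2 ratio of 0.83 in the Δ*mak-1* mutant (11 of 24 above 2-fold) and 0.56 in the Δ*mak-2* mutant (10 of 25). Light reaching the mutant plates stays open too, since of the light-induced genes *vvd*, *frq*, *wc-1*, *cry*, *bli-3* and *sub-1*, with median ratios of 5.22 and 4.36, the first 4 were raised and are part of the pattern, while *bli-3* (log2 ratios 0.39 and 0.93) and *sub-1* (0.19 and -0.29) did not pass 2-fold and are too few to decide. Outside both lists 313 genes annotated as response to light stimulus had median log2 ratios of 0.18 and 0.32, with 86 raised and 32 lowered in the Δ*mak-1* mutant and 83 and 35 in the Δ*mak-2* mutant, and all 76 genes annotated as conidium formation had median ratios of 1.08 and 1.03, with 10 raised and 3 lowered and 10 and 5.

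*mek-1*, which the paper lists without discussing it, had 5.68 times the wild-type level in vegetative hyphae of the Δ*mak-1* mutant (4.87 to 6.66) and 7.92 times at the protoperithecial stage. The tables argue against its position, since *mek-1* and *mak-1* lie on 2 chromosomes, and against the scaling, under which its ratio stayed at 3.82 or above. *mek-1* gained at least 2.46 times as many reads as *os-5* had, past the bound of 2 set against reads of *os-5* counted at *mek-1*. Such reads would be missing from the count of *os-5*, however, so this comparison cannot decide. Reads shared with the other MAPKK genes stay open, since *os-5* was also raised, by 2.95-fold at the protoperithecial stage. A response of the CWI pathway to the loss of MAK-1 may also account for it and was not tested.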

How the results depend on the processing

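The RPKM minimum in the mutant comparison and the matching of annotation draws on the mean wild-type RPKM were added after the values were seen, and the other alternatives were planned. No paired analysis was possible because each condition has 1 library of mixed RNA.

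The gene counts stayed within 1.5 times their value with NCU loci only, with 1 RPKM added, with genes at 0 in the denominator left out and with an RPKM minimum of 20. The other scalings move all genes of a comparison by 1 constant, at most 0.82 on the log2 scale, so they cannot turn a ratio beyond 2-fold, and 35 of 155 list medians changed sign with at least 1 of them. The larger side of the changed genes also turned, from raised to lowered in vegetative hyphae of the Δ*mak-1* mutant with each of the 3 scalings and of the Δ*mak-2* mutant with the median of ratios, the upper quartile, 3-fold, an RPKM minimum of 1, RPKM above 10 in any library and the whole counting interval, and over all genes of the Δ*mak-1* mutant at the protoperithecial stage from 706 raised and 536 lowered to 574 and 591 with the median of ratios. Where a count moved further, the cause was not tested, beyond the fact that a higher fold or a whole interval admits fewer genes and a lower fold or RPKM minimum more.

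With the median of ratios the wild type had 1436 increased and 1356 decreased genes, with the upper quartile 1427 and 1357, and with β-tubulin 1813 and 1045. In vegetative hyphae of the Δ*mak-1* mutant these scalings gave 479, 474 and 318 raised and 675, 679 and 821 lowered genes, and β-tubulin gave 764 raised in the Δ*mak-2* mutant. Within the wild-type response, the upper quartile gave 257 genes raised in the Δ*mak-1* mutant, 272 in the Δ*mak-2* mutant and 179 in both, and β-tubulin 239 in the Δ*mak-1* mutant.

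At 1.5-fold, 810 genes were lowered in the Δ*mak-1* mutant, 997 in the Δ*mak-2* mutant and 624 in both, and 311, 321 and 226 were raised. Over all genes at the protoperithecial stage 1314 were raised and 1043 lowered in the Δ*mak-1* mutant and 1130 and 1242 in the Δ*mak-2* mutant, and in vegetative hyphae 2068 and 612, and 980 and 683. At 3-fold the wild type had 1846 increased and 411 decreased genes, with 232, 313 and 188 lowered and 73, 78 and 54 raised in the Δ*mak-1* mutant, the Δ*mak-2* mutant and both. Over all genes 342 were raised and 287 lowered in the Δ*mak-1* mutant and 255 and 369 in the Δ*mak-2* mutant, and in vegetative hyphae 329 and 193, and 105 and 136.

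With an RPKM minimum of 1, 836 genes were lowered in the Δ*mak-2* mutant, and 312, 281 and 204 were raised in the Δ*mak-1* mutant, the Δ*mak-2* mutant and both. Over all genes 1181 were raised and 829 lowered in the Δ*mak-1* mutant and 867 and 1099 in the Δ*mak-2* mutant, and in vegetative hyphae 1581 and 804, and 762 and 848. With RPKM above 10 in any library, 549 genes were lowered in vegetative hyphae of the Δ*mak-1* mutant, and 541 raised and 590 lowered in those of the Δ*mak-2* mutant. With the whole counting interval beyond the threshold, which shows what depth limits, 78, 89 and 62 genes were raised in the Δ*mak-1* mutant, the Δ*mak-2* mutant and both. Over all genes 421 were raised and 355 lowered in the Δ*mak-1* mutant and 326 and 446 in the Δ*mak-2* mutant, and in vegetative hyphae 403 and 203, and 117 and 152.

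The overlap simulated with no spread beyond counting was 2 genes lowered and 6 raised in both, and with a coefficient of variation of 0.4 it was 176 and 112. Allowing 1 gene between neighbours gave 53 pairs. Of 155 list medians, 47 moved beyond their interval with the median of ratios, 45 with the upper quartile, 50 with β-tubulin and 0 with 1 RPKM added. Among the ratios of single genes these counts were 267, 255, 284 and 15. Unmatched random lists moved 37 of 155 percentiles, the other background moved 1 annotation count, and matching on the mean wild-type RPKM moved 0.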

Differences from the paper's values

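The RPKM minimum in the mutant comparison was added after the values were seen.

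*mak-1* had 6.39 RPKM in vegetative hyphae and 6.08 RPKM at the protoperithecial stage of the Δ*mak-1* mutant, where the paper gives 0 for both. Of the alternatives set before the data were examined, the 3 scalings gave values from 5.37 to 6.90 and from 4.58 to 5.38 RPKM, and none gave 0. In the Δ*mak-2* mutant *mak-2* was at 0 in both libraries, as in the paper.

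The paper's fold increases of *mak-2* and *mak-1* in the wild type, 7.6 and 2.5, are the ratios 8.59 and 3.51 less 1, so the scales differ and the values do not. For *tnr-2* the paper gives a fold against a library at 0, for which only a bound was computed here. The paper states 2 pairs of counts for the wild type, and 2894 increased and 643 decreased genes were called here. The paper gives 141, 150 and 102 genes raised in the Δ*mak-1* mutant, the Δ*mak-2* mutant and both, where 159, 173 and 117 were called. An RPKM minimum of 10 in the mutant comparison as well gives 141, 150 and 102, was chosen after seeing the values, and drops 7 of the 109 genes that Supplementary Data 2 lists. Of these 109 genes 108 were called here, the exception being NCU09236, which was below 10 RPKM in both wild-type libraries and is called with an RPKM minimum of 1 or of 10 in any library. From Supplementary Data 2, 210 entries on the lowered side and 65 on the raised side were read here as assayed in the study, with *tcu-1*, *ahd-4* and *ods* counted because Table 1 lists them, and the paper's text gives other numbers for each side. The 9 genes called and not listed were at 0 in the wild type at the protoperithecial stage.

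The paper treats *scy-1* as regulated by both kinases with the other melanin genes, and 6 of the 7 genes it names, *mld-1* included, were lowered in both mutants, while *scy-1* had 0.549 times the wild-type level in the Δ*mak-1* mutant, which passes at 1.5-fold only. The paper also rests on RT-qPCR, in which it reports *scy-1* as much lower in both mutants, and which was not analysed here. The paper states that loss of MAK-1 affects *nrc-1* and *mak-2*. The ratios found here are those the paper gives, and it does not say that they passed 2-fold. It also reports slightly less MAK-2 protein in this mutant by Western blot, which was not analysed here. Neither gene passed 2-fold in the Δ*mak-1* mutant here, both pass at 1.5-fold, and *mak-2* passes 2-fold with scaling by the median of ratios.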

Other observations

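The pattern of neighbouring genes was proposed after the locus numbers in Supplementary Data 2 had been seen, and that list holds the same 328 lowered genes. Its prediction was written before the pairs were counted, but the count is not an independent test. The neighbours of the deleted genes were looked at after their values were seen.

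In vegetative hyphae, NCU00848 had 44.0 times the wild-type level in the Δ*mak-1* mutant (25.6 to 83.0) and 91.3 times in the Δ*mak-2* mutant (53.2 to 172), and NCU00754 had 16.8 and 17.2 times. NCU10865 had 0.0139 and 0.0264 times. *gcy-1* was raised in both mutants, 10.9-fold and 5.71-fold, and *acu-6* 24.2-fold and 5.36-fold. NCU04630, with 5 reads in the wild type, had 75.2 times the wild-type level in the Δ*mak-1* mutant (32.0 to 233) and 0.545 times, from 3 reads, in the Δ*mak-2* mutant (0.0846 to 2.80). NCU06964 had no read in the wild type and 1215 in the Δ*mak-1* mutant, at least 314-fold higher against a floor of 3 reads (lower counting limit 255). In all, 155 genes were raised and 130 lowered in both mutants at this stage.

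Of 41 genes of ribosome biogenesis 8 were raised in vegetative hyphae of the Δ*mak-1* mutant (median ratio 1.98, and 4 genes with β-tubulin), as were 7 of 25 nucleolus genes (1.96, and 3 with β-tubulin) and 21 of 121 genes of hyphal growth (1.53, and 9 with the median of ratios or the upper quartile and 8 with β-tubulin). The median of all genes in this comparison was itself 1.33. Of 14 light response genes 6 were lowered in these hyphae (median 0.558, and 9 genes with each other scaling) and 5 in those of the Δ*mak-2* mutant (0.527, and 2 genes with β-tubulin). *adv-1*, which encodes a transcription factor, had 4.41 times the wild-type level in vegetative hyphae of the Δ*mak-2* mutant (3.99 to 4.88). *pp-1*, another, rose 3.49-fold between stages in the wild type (2.77 to 4.44), 1.99-fold with the median of ratios and 1.98-fold with the upper quartile, and was neither raised nor lowered in the mutants.

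At the protoperithecial stage *os-4*, the MAPKKK gene of the OS pathway, had 3.71 times the wild-type level in the Δ*mak-1* mutant (3.02 to 4.59) and 2.47 times in the Δ*mak-2* mutant (1.98 to 3.09). *os-2*, the MAP kinase gene, rose 2.80-fold between stages in the wild type, and stayed below 2-fold with each of the 3 other scalings. *pre-2*, a pheromone receptor gene, had 5.70 times the wild-type level in the Δ*mak-1* mutant (3.29 to 10.6), and *ham-7*, a cell fusion gene, 4.16 times (3.57 to 4.86). Of 15 cell fusion genes, with *ham-5* present as 2 loci, 6 rose in the wild type, and 2 with each other scaling (median ratio of the 16 loci 1.79, below the 1.85 of all genes), and none of the 7 mating type and pheromone genes found passed the thresholds there. *nit-3*, the nitrate reductase gene, rose 10.4-fold (8.44 to 13.0), and *nit-6*, the nitrite reductase gene, had 0.441 times the wild-type level in the Δ*mak-1* mutant.

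Since the median of all genes between stages in the wild type was 1.85, counts with scaling by the median of ratios stand beside those as deposited. Of 31 proteasome genes 18 rose (median ratio 2.05) and 1 with that scaling, and none fell with either. Of 25 nucleolus genes 14 rose and none fell (3.72), against 9 and 2, and of 14 genes of starch and sucrose metabolism 8 rose and 1 fell (3.18), against 6 and 3. Of 85 ribosomal protein genes 3 rose and none fell, against 1 and 30 with that scaling, and of 32 genes of oxidative phosphorylation 3 rose and 1 fell, against 1 and 4 (median 1.23, below 1 with each of the 3 other scalings). Of 13 steroid biosynthesis genes 2 rose and 4 fell, against 1 and 6, and of 8 genes of the fungal-type cell wall 2 rose and 6 fell with either (0.321). Of 4 glycolysis genes 1 rose and 1 fell, against 0 and 2, and neither of the 2 citrate cycle genes changed.

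For sporocarp development 32 of 81 genes rose and 3 fell, against 13 and 8 with the median of ratios, for ascospore formation 24 of 57 rose and 1 fell, against 8 and 5, and for conidium formation 31 of 76 rose and 7 fell, against 8 and 10. Of 121 genes of hyphal growth 45 rose and 8 fell (median 1.87), against 21 and 18, and of 331 genes of the response to light stimulus 87 rose and 101 fell (0.967), against 47 and 149. Of 11 conidiation genes 1 rose and 5 fell (0.536), against 1 and 6. In the small groups integral to membrane, oxidoreductase activity and monooxygenase activity, 2 of 5, 2 of 3 and 2 of 2 genes rose, against 1, 1 and 2. In the Δ*mak-2* mutant at the protoperithecial stage, 2 of the steroid biosynthesis genes were raised (median 1.53).

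Near the deleted genes, NCU09841 beside *mak-1* had 3.48 times the wild-type level in the Δ*mak-1* mutant and 3.43 times in the Δ*mak-2* mutant at the protoperithecial stage. In vegetative hyphae it had 3.81 times in the Δ*mak-1* mutant but 1.25 times in the Δ*mak-2* mutant. NCU02390, near *mak-2*, had 2.71 times the wild-type level in the Δ*mak-2* mutant (2.21 to 3.34).

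Genes lowered in both mutants may lie side by side more often than other genes that rose in the wild type. Among the 317 of them placed on the assembly there were 33 adjacent pairs, where 10000 random sets gave a median of 12 and at most 28. Runs of 3 such genes included NCU04544 to NCU04546, and NCU05766, NCU05767 and *poi-2*. Among the genes raised in both there were 8 pairs against a median of 3, and 141 random sets had as many. No cause was tested, and the pattern is a hypothesis that came from the same list of genes.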
